# DNA hydroxymethylation controls cardiomyocyte gene expression in development and hypertrophy

**DOI:** 10.1038/ncomms12418

**Published:** 2016-08-04

**Authors:** Carolina M. Greco, Paolo Kunderfranco, Marcello Rubino, Veronica Larcher, Pierluigi Carullo, Achille Anselmo, Kerstin Kurz, Thomas Carell, Andrea Angius, Michael V. G. Latronico, Roberto Papait, Gianluigi Condorelli

## Abstract

Methylation at 5-cytosine (5-mC) is a fundamental epigenetic DNA modification associated recently with cardiac disease. In contrast, the role of 5-hydroxymethylcytosine (5-hmC)—5-mC's oxidation product—in cardiac biology and disease is unknown. Here we assess the hydroxymethylome in embryonic, neonatal, adult and hypertrophic mouse cardiomyocytes, showing that dynamic modulation of hydroxymethylated DNA is associated with specific transcriptional networks during heart development and failure. DNA hydroxymethylation marks the body of highly expressed genes as well as distal regulatory regions with enhanced activity. Moreover, pathological hypertrophy is characterized by a shift towards a neonatal 5-hmC distribution pattern. We also show that the ten-eleven translocation 2 (TET2) enzyme regulates the expression of key cardiac genes, such as *Myh7*, through 5-hmC deposition on the gene body and at enhancers. Thus, we provide a genome-wide analysis of 5-hmC in the cardiomyocyte and suggest a role for this epigenetic modification in heart development and disease.

## Abstract (web summary)

5-hydroxymethylation of cysteine (5-hmC) plays a role in epigenetic regulation. Here the authors analyse the hydroxymethylome in embryonic, neonatal, adult and hypertrophic mouse cardiomyocytes and show that the dynamic modulation of hydroxymethylated DNA is important for cardiomyocyte gene expression programming in heart development and failure.

The heart can adapt to stimuli via the activation of specific transcriptional programmes. The epigenome—the sum of the chemical modifications occurring on DNA and the histone proteins it is wrapped around—has emerged as a key regulatory element of this process during heart development^1^ and disease^2^. Among the epigenetic modifications that make up the epigenome, methylation of DNA at position 5 of cytosine (5-mC) has been found to be involved in X-chromosome inactivation, transposon silencing and genomic imprinting^3^. Regarding the heart, whole-genome bisulfite sequencing of DNA methylation has recently revealed the plasticity of the 5-mC profile in the cardiac genome^4^.

DNA methylation was initially considered a stable epigenetic mark and until recently was the only known chemical modification of DNA. However, the discovery of 5-hydroxymethylcytosine (5-hmC)—an oxidation product of 5-mC catalysed by the ten-eleven translocation (TET) family proteins—has revised this notion^5^. In fact, studies have shown that 5-hmC is not only an intermediate product of an active demethylation process, but can also act as a relatively stable epigenetic mark whose role in transcription regulation is linked to its genomic location. Indeed, enrichment of 5-hmC on the gene body (GB) has been associated with the activation of transcription^6^,^7^,^8^,^9^,^10^,^11^. However, its function on promoters and distal regulatory regions is less clear. In embryonic stem cells (ESCs), for example, 5-hmC can localize to the transcription start site (TSS) of repressed, but developmentally poised, genes^7^,^12^,^13^; moreover, it can be highly enriched at poised and active enhancers^14^,^15^,^16^, but only recently have two studies proven that TET-mediated 5-mC oxidation regulates the activity of these elements^16^,^17^.

5-hmC has been investigated extensively in several cell and tissue types, but its relevance for myocardial pathophysiology is unknown. We therefore decided to profile the distribution of 5-hmC in the cardiomyocyte (CMC) genome. We found that DNA hydroxymethylation is highly dynamic during cardiac development and disease. Deposition of 5-hmC on the GB is strongly positively correlated with gene expression and marks cardiac-specific genes. Expression of the fetal cardiac α-myosin heavy chain (MHC) gene *Myh7* is tightly linked to both genic- and enhancer-associated hydroxymethylation: indeed, the locus undergoes extensive loss of 5-hmC on the GB during cardiac maturation and acquires the epigenetic mark on a distal regulatory region on the induction of hypertrophy. Moreover, 5-hmC deposition at, and expression of, *Myh7* in embryonic CMCs is profoundly affected by TET2 knockdown (KD).

## Results

### The 5-hmC landscape in development and hypertrophy

CMCs were isolated from mice at four experimental points: E14.5 embryos, 1- or 2-day-old pups, 2-month-old adult mice and adult mice subjected for 1 week to transverse aortic constriction (TAC), a surgical procedure that induces pathological cardiac hypertrophy due to pressure overload^18^. The purity of the cell populations was routinely 80–85%, as evaluated by staining for cardiac sarcomeric actinin (Supplementary Fig. 1a); quantitative reverse transcriptase–PCR analysis confirmed high expression of CMC markers and barely detectable expression of fibroblast-specific markers in the CMC fraction (Supplementary Fig. 1b).

We first determined the absolute levels of 5-mC and 5-hmC in CMCs by isotope-based liquid chromatography–mass spectrometry^19^. The percentage of methylated DNA was up to fivefold lower in adult CMCs than in neonatal or embryonic cells (Supplementary Fig. 1c). A similar pattern was found for 5-hmC: hydroxymethylated DNA in adult CMCs was less than half of that in neonatal cells and was further lowered on the induction of hypertrophy (Fig. 1a).

Next, we examined the genomic distribution of 5-hmC by hydroxymethylated DNA immunoprecipitation (IP) coupled with high-throughput sequencing on two biological replicates per condition. 

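For each point, DNA of isolated CMCs from 2 biological replicates was sonicated, fragments carrying 5-hmC were precipitated with an antibody (hMeDIP) and sequenced, and input DNA was sequenced beside them as control. The points were embryos (E14.5), neonatal pups of 1 to 2 days, adult mice of 2 months and adult mice 1 week after transverse aortic constriction (TAC), a surgical narrowing of the aorta that loads the heart with pressure and makes CMCs hypertrophic. The authors aligned the reads to mm10 with BWA, removed duplicates and reads of low mapping quality, and called peaks in each replicate against the input with HOMER in its histone mode, which joins neighbouring enriched windows into regions of variable length. The deposited lists give the position of each peak, and their score column holds 1 for each peak, so that peaks could not be ranked by strength. The number of reads behind each list is unknown here; the paper gives read numbers per point in Supplementary Fig. 1d.
The E14.5 lists held 132610 and 139706 peaks, the neonatal lists 137172 and 153637, the adult lists 104215 and 121214 and the TAC lists 104964 and 107329. Peaks were compared as intervals that share at least 1 bp. Each peak was annotated by its centre with curated RefSeq transcripts of the GRCm38 assembly, which is mm10, in HOMER's order of priority: TSS (from 1 kb before to 100 bp after it), TTS, exon, untranslated region, intron and intergenic. With 2 replicates per point, an exact two-sided permutation test of 2 points cannot give a p below 0.333. Differences over the 4 points were therefore tested over every division of the 8 samples into 4 pairs, one-sided for a larger spread between the pairs, and differences between 2 points were set beside the spread of the replicates.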

We found 5-hmC-enriched sequences to result in more than 20 million reads in each condition. When mapped to the mouse genome (UCSC version mm10), these 5-hmC fragments generated more than ten million unique reads with a mapping quality >10 (Supplementary Fig. 1d). There was strong overlap between biological replicates regarding the genome-wide coverage profiles of raw unmapped reads (Supplementary Fig. 1e) and the intragenic level of 5-hmC mapped reads (Fig. 1b). 

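The lists allow a comparison of the called regions, not of the reads behind Fig. 1b. As a measure of similarity the Jaccard index was used, the base pairs shared by 2 lists over the base pairs in either of them. It was 0.216 between the replicates of E14.5, 0.247 between the neonatal, 0.203 between the adult and 0.0569 between the TAC replicates, with a mean of 0.181. Of all divisions of the 8 samples into 4 pairs, 19 gave a mean as high (exact permutation test, one-sided p = 0.181), so that replicates of one point were not told apart from other pairings of the samples by this measure. The highest index of any 2 samples, 0.398, was found between E14.5 replicate 2 and neonatal replicate 2. With the share of overlapping peaks in place of base pairs, the mean within replicates was 0.368 (exact permutation test, one-sided p = 0.219).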

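Peak density was computed as peaks per Mb of known sequence. Over all autosomes it was 54.5 and 57.3 in the E14.5 replicates, 56.3 and 63.1 in the neonatal, 43.3 and 50.4 in the adult and 43.6 and 44.7 in the TAC replicates. Among the autosomes, chromosome 11 had the highest density in each sample and chromosome 14 or 3 the lowest; in E14.5 replicate 1, for example, these were 67.3 and 44.4 peaks per Mb. On the X chromosome the density was 13.6 ± 1.63 (SD, n = 2) at E14.5, 14.2 ± 0.441 (SD, n = 2) in neonatal, 2.58 ± 0.229 (SD, n = 2) in adult and 2.3 ± 0.856 (SD, n = 2) in TAC CMCs. Relative to the autosomes this was 0.243 ± 0.0205 (SD, n = 2), 0.238 ± 0.0119 (SD, n = 2), 0.0557 ± 0.0109 (SD, n = 2) and 0.0523 ± 0.0203 (SD, n = 2). The exact permutation test over the divisions into pairs gave p = 0.0857 for the 4 points. All 9 divisions that keep the E14.5 and neonatal samples apart from the adult and TAC samples reached the observed spread, and no other did. This p therefore does not measure the split between these 2 groups. The lowest E14.5 or neonatal ratio was 0.229 and the highest adult or TAC ratio 0.0666. The Y chromosome held 41 and 17 peaks at E14.5, 44 and 23 in neonatal, 14 and 10 in adult and 12 and 12 in TAC CMCs. The Y density relative to the autosomes was 0.00595 ± 0.00366 (SD, n = 2) at E14.5, 0.0065 ± 0.00335 (SD, n = 2) in neonatal, 0.00296 ± 0.001 (SD, n = 2) in adult and 0.00309 ± 5.3e-05 (SD, n = 2) in TAC CMCs, and the points were not told apart (exact permutation test, p = 0.248). The paper's comparison of chromosomes rests on reads, which are not in the lists.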

5-hmC density was similar across autosomes and the X chromosome, whereas the Y chromosome was largely depleted of 5-hmC, as previously observed in mouse ESCs^20^ (Supplementary Fig. 1f). Moreover, average 5-hmC content for both replicates correlated positively with the number of protein-coding genes on each chromosome at all experimental points (Supplementary Fig. 1g).

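Peaks per Mb and protein-coding genes per Mb were correlated across the 19 autosomes and the X chromosome within each of the 8 samples. Pearson's r lay between 0.517 in E14.5 replicate 2 and 0.641 in adult replicate 2. The two-sided permutation p with 100000 resamples was between 0.00174 and 0.02, and between 0.00764 and 0.02 after Benjamini-Hochberg adjustment over the 8 samples. Spearman's rho lay between 0.696 in neonatal replicate 2 and 0.8 in TAC replicate 2, with adjusted permutation p between 0.00024 and 0.00102. Chromosomes 7 and 11 have the gene densities farthest from the median; without them r was between 0.571 and 0.681. With the X chromosome left out instead, r was between 0.601 and 0.735. These are correlations across chromosomes within a sample, which are not independent replicates.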

We then used HOMER software to identify the peaks of 5-hmC-enriched regions (Supplementary Dataset 1). 

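The median peak was 501 bp wide in each of the 8 lists, and no 2 peak centres of one list were closer than 1000 bp. The mean width was between 606 bp in TAC replicate 2 and 801 bp in adult replicate 2, and the widest peak of these lists spanned 6534 and 22622 bp. Peaks covered 89.5 and 95.7 Mb of the genome at E14.5, 97.5 and 119 Mb in neonatal, 76.2 and 97.1 Mb in adult and 75.1 and 65.1 Mb in TAC CMCs. This is 3.38% of the known bases in E14.5 replicate 1, the highest share being 4.48% in neonatal replicate 2 and the lowest 2.46% in TAC replicate 2. CpG dinucleotides, the sites where 5-hmC forms, numbered 0.826 per 100 bp over the genome. Under the peaks they numbered 1.39 ± 0.108 (SD, n = 2) at E14.5, 1.38 ± 0.0369 (SD, n = 2) in neonatal, 1.59 ± 0.00393 (SD, n = 2) in adult and 1.33 ± 0.367 (SD, n = 2) in TAC CMCs, where TAC replicate 1 had 1.59 and TAC replicate 2 had 1.08.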

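Intersecting the base pairs of the 2 replicates gave 57562 regions at E14.5, 66155 in neonatal, 46651 in adult and 22893 in TAC CMCs. Supplementary Dataset 1, of which the first 1999 rows per point and the number of rows left out were used here, holds the same numbers of rows. The common regions covered 32.9 Mb at E14.5, 42.8 Mb in neonatal, 29.3 Mb in adult and 7.54 Mb in TAC CMCs. Their median width was 501 bp at the first 3 points and 255 bp in TAC. When 104215 peaks, the length of the shortest list, were drawn at random from each list, the numbers were 33960 at E14.5, 34066 in neonatal, 40031 in adult and 22065 in TAC CMCs. Adult CMCs then had the most common regions in place of neonatal CMCs, and TAC the fewest under both. The draw removes peaks whether or not the other replicate shares them, and more of them from longer lists. By construction it lowers the neonatal number more than the adult one, so it does not decide the order of these points.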

To increase the significance of results, we used a highly stringent peak-selection criteria, selecting only peak base pairs overlapping in the biological replicates (Supplementary Fig. 1h). 

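The share of the peaks of one replicate that overlapped a peak of the other, as the mean of both directions, was 41.7% at E14.5, 44.5% in neonatal, 40.2% in adult and 21% in TAC CMCs. With one list placed at random on the same chromosomes, the overlap was 7.51%, 8.95%, 7.61% and 5.81%. Each point has 1 pair of replicates, so that the lower overlap in TAC has no replicate check. When an overlap of at least 50% of both peaks was required, the TAC overlap was 3.78%, against 31.5% at E14.5, 32.4% in neonatal and 24.8% in adult CMCs. When peaks no more than 1 kb apart counted as shared, it was 39.1%, against 50.9%, 54% and 52.5%.
The distance between peak centres separated TAC replicate 2 from the other samples. In each of the 21 pairs of the other 7 samples, centres were most frequent within 100 bp of each other, and the density of centres 400 to 700 bp away was 0.0387 to 0.215 times that within 150 bp. In the 7 pairs that include TAC replicate 2, centres were most frequent 500 to 600 bp apart, and this ratio was 1.66 to 4.11.

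**Figure D1:**
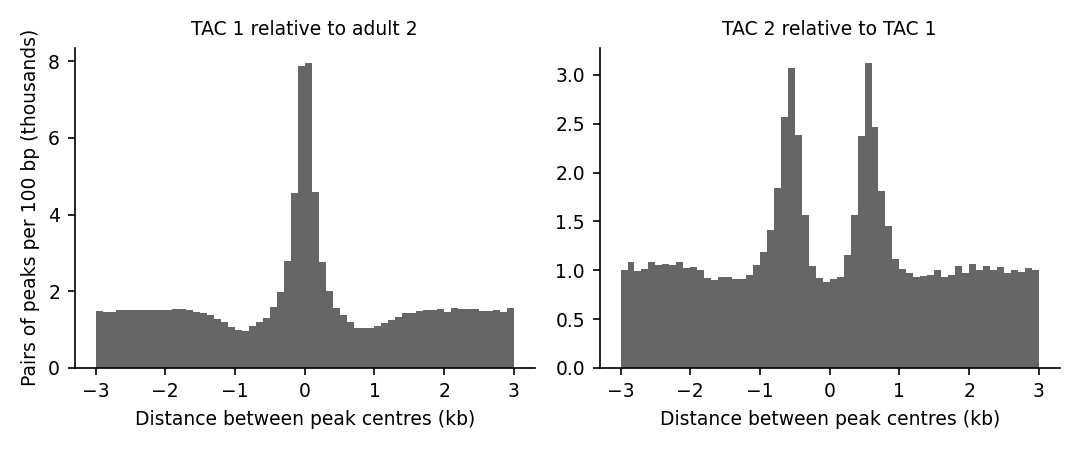
Distance in kb from the peak centres of one sample to those of another (horizontal axis, 100-bp bins) against the number of pairs of peaks in units of 1000 (vertical axis, with its own scale in each panel). TAC replicate 1 against adult replicate 2 piles up at 0, and TAC replicate 2 against TAC replicate 1 piles up on both sides at 500 to 600 bp.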

Of note, although global correlation of the biological replicates of the TAC condition was comparable to that in embryonic, neonatal and adult experiments, the percentage of overlapping peaks was lower, suggestive of higher variability and dynamicity of the pathological condition, a finding in line with the strong transcriptional reprogramming occurring in hypertrophic CMCs.

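By the place of their centres, 47.9% ± 1.6 (SD, n = 2) of the E14.5 peaks, 50.5% ± 0.584 (SD, n = 2) of the neonatal, 58% ± 0.872 (SD, n = 2) of the adult and 54% ± 4.85 (SD, n = 2) of the TAC peaks lay on introns. Intergenic centres made up 44.9% ± 2.47 (SD, n = 2), 41.8% ± 0.735 (SD, n = 2), 31.2% ± 0.584 (SD, n = 2) and 37.3% ± 7.42 (SD, n = 2). Over the 4 points, the exact permutation test gave p = 0.0381 for introns and p = 0.0857 for intergenic sequence. After Benjamini-Hochberg adjustment over the 7 classes these were 0.0889 and 0.1, and the lowest adjusted p of the exact permutation tests was 0.0667, for TTS and 3' untranslated regions. The TSS class held between 1.71% and 2.12% of the peaks of a sample and the TTS class between 1.2% and 1.75%, against 1.19% and 1.07% of the genome.
For protein-coding genes of at least 5 kb, peak coverage within 200 bp of the TSS was set against coverage of the middle of the GB. The log2 ratio was -0.60 and -0.47 in the E14.5 replicates, -0.97 and -1.04 in the neonatal, -1.40 and -1.20 in the adult, and -1.21 and 0.22 in the TAC replicates. TAC replicate 2 was the only sample without a depletion at the TSS, and the points were not told apart (exact permutation test over the divisions into pairs, p = 0.362). At the TTS the log2 ratio was between -0.71 in E14.5 replicate 1 and -0.12 in TAC replicate 2.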

Most 5-hmC peaks were located on introns and intergenic regions (Fig. 1c), and the modification was always less present at TSSs and transcription termination sites (TTSs) (Fig. 1d). Specifically, 5-hmC was more enriched at intergenic regions in fetal CMCs, was distributed mainly (69%) on the GB (introns plus exons) in adult CMCs and hypertrophy was characterized by a re-distribution to intergenic regions, a profile similar to that of embryonic and neonatal CMCs. 

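Introns and exons together held 51.1% ± 2.18 (SD, n = 2) of the peaks at E14.5, 53.9% ± 0.803 (SD, n = 2) in neonatal, 63.3% ± 0.555 (SD, n = 2) in adult and 57.7% ± 6.9 (SD, n = 2) in TAC CMCs, against 37.6% of the genome. Both adult replicates, with 63.7% and 62.9%, lay above both E14.5 replicates, with 52.6% and 49.5%, and above both neonatal replicates, with 54.4% and 53.3%. The 2 TAC replicates differed from each other by more than those of any other point. TAC replicate 1, with 62.6%, lay 0.312 percentage points below the lower adult replicate, and TAC replicate 2, with 52.8%, lay within the range of E14.5 and neonatal CMCs. The adult mean was 5.58 percentage points above the TAC mean, 0.705 points with TAC replicate 2 left out and 10.5 points with TAC replicate 1 left out. Over the 4 points the difference gave p = 0.124 in the exact permutation test, 13 of the divisions into pairs being as large, a larger p than for introns alone.
Over the regions common to both replicates, the set of the paper's Fig. 1c, the share was 54.1% at E14.5, 58.6% in neonatal, 69.9% in adult and 66.4% in TAC CMCs; these values have no replicates. The paper's reported share for adult CMCs is 69%.

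**Figure D2:**
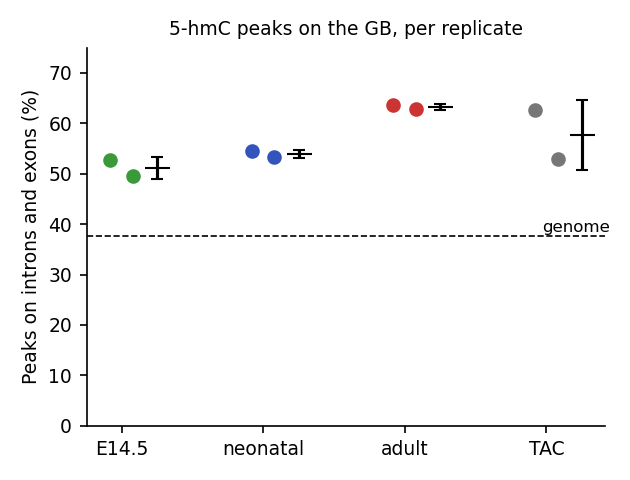
Share of peaks in percent whose centre lies on an intron or exon (vertical axis) at the 4 points (horizontal axis). Each point is a replicate, the black bars give mean and SD of 2 replicates, and the dashed line is the share of the genome, 37.6%; the TAC replicates lie at 62.6% and 52.8%.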

Relative enrichment of 5-hmC on GBs was highest in adult CMCs (Fig. 1c) and did not reflect the changes observed in absolute genomic 5-hmC quantification (Fig. 1a), as previously observed in the hippocampus^9^.

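Exons made up 5.3% ± 0.317 (SD, n = 2) of the adult peaks, against 3.19% ± 0.582 (SD, n = 2) at E14.5, 3.42% ± 0.219 (SD, n = 2) in neonatal CMCs and 1.51% of the genome. In TAC the 2 replicates had 5.15% and 2.26%. Coverage of the middle of the GB by peaks, averaged over protein-coding genes of at least 5 kb, was 7.87% ± 1.71 (SD, n = 2) in adult, 7.5% ± 0.967 (SD, n = 2) in neonatal, 5.58% ± 0.263 (SD, n = 2) at E14.5 and 5.41% ± 1.68 (SD, n = 2) in TAC CMCs, and the points were not told apart by it (exact permutation test, p = 0.305). The lists hold no absolute amount of 5-hmC.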

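With a common region centred on an exon or intron as the criterion, 8280 protein-coding genes carried 5-hmC on the GB at E14.5, 9217 in neonatal, 8222 in adult and 5460 in TAC CMCs, 12072 genes in all. Of these, 3625 were found at all 4 points and 70% were not. To set this share beside the difference between replicates, the same criterion was applied to single lists: between the 2 replicates of one point, 26.5% of the genes were in 1 list only at E14.5, 23.5% in neonatal, 25.4% in adult and 31.7% in TAC. The share of genes not found at all 4 points was 46.2% over the first replicates alone and 46.5% over the second replicates alone. It was 34% when a peak of either replicate was enough.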

A total of 11,672 protein-coding genes were enriched for 5-hmC during development and hypertrophy and ∼70% underwent re-distribution of 5-hmC deposition (Fig. 1e). Integrative analyses of histone modifications indicated that dimethylation of lysine 79 on histone H3 (H3K79me2)—a modification distributed preferentially to the GB and recently implicated in CMC differentiation^21^—strongly co-localized with 5-hmC, whereas trimethylation of lysine 4 (H3K4me3)—a mark mainly enriched around the TSS—had an opposite trend (Fig. 1f).

Thus, during cardiac development, 5-hmC is lost by intergenic regions and tends to gradually accumulate on the GB; moreover, hypertrophy is characterized by a shift towards a neonatal-like distribution pattern. 

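The similarity of each adult and TAC sample to the neonatal samples was measured by its mean Jaccard index with the 2 neonatal lists. It was 0.18 and 0.202 in the adult replicates and 0.182 and 0.061 in the TAC replicates, so that the TAC mean was lower by -0.0692 (TAC minus adult). The exact two-sided permutation test gave p = 0.667, with 0.333 as the smallest p that 2 against 2 samples allow. Without TAC replicate 2 the difference was -0.00845, and without TAC replicate 1 it was -0.13. The index compares the positions of peaks, whereas the neonatal-like pattern that the paper describes refers to their distribution over genes and intergenic regions. In that distribution, TAC replicate 2 lay near the neonatal samples and TAC replicate 1 near the adult samples. The paper concludes that 5-hmC tends to build up on the GB with development. For hypertrophy it describes a shift of the distribution in the neonatal direction, which its Discussion calls partial.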

The latter point is significant considering that the pathologically hypertrophic heart is characterized by suppression of the adult gene programme and reversion to a more neonatal-like one^22^.

To investigate whether the ‘immature' 5-hmC landscape of hypertrophic CMCs was biologically meaningful, we hierarchically clustered genic hydroxymethylation enrichment. This revealed a subset of 528 genes in hypertrophic CMCs having a 5-hmC distribution pattern similar to that in neonatal cardiac cells (Supplementary Fig. 2a,b). These genes were highly enriched for Gene Ontology (GO) terms such as regulation of heart rate, heart development and fatty acid oxidation (FAO), pathways known to undergo ‘neonatal-like' reprogramming in hypertrophic CMCs (Supplementary Fig. 2c,d).

### Genic 5-hmC correlates with gene expression

We performed deep RNA sequencing (RNA-seq) to assess the relationship between 5-hmC and gene expression (Supplementary Fig. 3a). Overall, there were >11,500 expressed protein transcripts (reads per kilobase of transcript per million reads mapped (RPKM) ⩾1). Of these, pairwise differential analysis identified 10,302 that were differentially expressed among the four conditions (Fig. 2a,b and Supplementary Dataset 2). These differentially modulated genes were grouped by SOTA software into 11 clusters with distinct patterns of expression (Fig. 2c and Supplementary Fig. 3b) and encoding for unique biological features (Fig. 2d and Supplementary Fig. 3c).

Genes with 5-hmC on their GB were significantly more expressed than the median of all genes (Fig. 3a). 

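In the regions common to both replicates, 7156 protein-coding genes had 5-hmC only on the GB at E14.5, 7919 in neonatal, 7192 in adult and 5017 in TAC CMCs. A gene was counted when the centre of a common region lay on one of its exons or introns and no centre lay within 1 kb of one of its TSSs. Expression was not analysed here.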

In neonatal, adult and hypertrophic cells, median 5-hmC GB coverage increased progressively along the expression quartiles, a relationship not evidently present in embryonic CMCs (Supplementary Fig. 4a). The effect of GB 5-hmC on gene expression was cumulative: the deeper the intragenic coverage, the greater the gene expression (Supplementary Fig. 4b).

In contrast, exclusive enrichment of the modification at promoters was associated with mild repression of gene expression in embryonic and neonatal CMCs, and no effect on adult (non-proliferating) CMCs (Fig. 3a). 

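Genes with 5-hmC only at the promoter, within 1 kb of a TSS, numbered 415 at E14.5, 430 in neonatal, 352 in adult and 257 in TAC CMCs. Genes with 5-hmC both at the promoter and on the GB numbered 1124, 1298, 1030 and 443. In this count a region centred between 100 bp and 1 kb after a TSS belongs to both, since its centre also lies on an exon or intron. With a promoter of 2 kb on each side, the genes with 5-hmC only at the promoter numbered 692, 775, 679 and 439 at the 4 points.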

When present on the promoter and on the GB, 5-hmC maintained a positive correlation with gene expression, indicating that the effect on the GB is predominant. These findings are suggestive of different transcriptional roles for 5-hmC in embryonic and postmitotic CMCs, and indicate that the effect of 5-hmC on gene expression is position dependent.

Given its broad distribution in the cardiac genome and the strong association of intragenic 5-hmC with gene expression, we hypothesized that the modification marks constitutively active genes. 

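Cutting the 4 sets of common regions at each of their boundaries with the method of bedtools multinter gave 2028 intervals present at all 4 points. They had a median width of 214 bp and covered 584 kb. After random placement of the 4 sets on the same chromosomes, 0.15 ± 0.366 intervals (SD, 20 placements) were present at all 4 points. Intervals present at 1 point only numbered 50431 at E14.5, 66919 in neonatal, 43522 in adult and 16401 in TAC CMCs, and 9115 were present at the first 3 points but not in TAC. With a replicate left out, each peak of the other list counts as common, and the number at all 4 points was 5973 without TAC replicate 2 and between 2180 and 3276 without any other replicate. It was 499 when 104215 peaks were drawn from each list and 45727 when a peak of either replicate was enough.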

We thus identified and studied the common 5-hmC-enriched peak intervals of the four conditions (Fig. 3b). 

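Of the 2028 intervals present at all 4 points, 61.1% were centred on introns, 26.9% in intergenic sequence and 7.1% on exons. The TSS class held 1.87%, the TTS class 1.63%, 3' untranslated regions 1.08% and 5' untranslated regions 0.296%. In the genome the same annotation gives 36.1% introns, 59.2% intergenic sequence and 1.51% exons.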

As expected, they were mainly distributed to intronic and intergenic regions (Fig. 3c). Genes hydroxymethylated on the GB at all experimental points were significantly more expressed (Fig. 3d); these genes encoded proteins for fundamental cellular processes, such as regulation of transcription and actin-filament-based process, as well as for processes specific to the cardiac cell, such as regulation of heart contraction. Likewise, common intergenic hydroxymethylated regions were found proximal to 402 genes that were also significantly more expressed (Fig. 3e); these were enriched for terms such as regulation of transcription, signal transduction and heart development. This suggested a possible role for 5-hmC also on distal regulatory regions. Thus, 5-hmC is associated in the CMC with highly expressed genes involved in ubiquitary and cell-specific functions, as has been reported for other cell types^6^,^8^,^9^,^11^.

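By the same annotation, 954 protein-coding genes had at least 1 interval of all 4 points centred on an exon or intron. The paper's reported number is 908. Expression of these genes was not analysed here.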

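Of the intervals of all 4 points, 546 were intergenic. The gene with the nearest TSS was assigned to each, which gave 465 protein-coding genes at a median distance of 55.6 kb. The paper's reported number of proximal genes is 402.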

Coherently, there were clear positive associations between 5-hmC on the GB and the presence of active histone marks that we have previously studied in adult and hypertrophic CMCs (specifically, H3K79me2, H3K9ac, H3K27ac and H3K4me3)^23^; we found no significant relationships with the repressive histone marks H3K27me3, H3K9me3 or H3K9me2 (Supplementary Fig. 5a,b). In the absence of an active mark, GB 5-hmC was only mildly associated with increased expression; in contrast, the presence of 5-hmC with an active histone mark at the GB was strongly associated with enhanced gene expression (Supplementary Fig. 5c).

### Changes of 5-hmC on repeated sequences

Repetitive DNA elements have been shown to be differentially methylated in the heart of cardiomyopathic patients^24^. As 5-hmC was redistributed to intergenic regions in hypertrophic CMCs, we examined its presence on these repeated sequences. Almost all classes of DNA repeats were generally enriched for 5-hmC (Supplementary Fig. 6a). Moreover, these elements are known to undergo transcription in various tissues^25^,^26^. 

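Repeated sequence was taken here from the soft-masked bases of the reference, which mark repeats and low-complexity sequence together without naming their class. They make up 36.4% of the known bases of the genome, with 46.8% on X and 96.3% on Y, which hold few peaks. Single autosomes have 30.6% (chromosome 11) to 35.8% (chromosome 3). Of the base pairs under peaks, 24% and 31.7% were soft-masked in the E14.5 replicates, 24.5% and 28.8% in the neonatal, 20.3% and 21.1% in the adult and 20.7% and 27.1% in the TAC replicates. The classes of Supplementary Fig. 6 and their reads were not analysed here, and the removal of reads with low mapping quality before peaks were called also removes reads from repeats.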

In line with this, there was a strong positive correlation between 5-hmC coverage of repeated sequences and their expression in CMCs (Supplementary Fig. 6b).

The overall coverage of 5-hmC on repetitive elements became markedly reduced during cardiac development, but was partially restored with the induction of hypertrophy (Supplementary Fig. 6c), especially on long interspersed nuclear elements (LINEs) (Supplementary Fig. 6d). 

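The share of peak base pairs in soft-masked sequence was 27.9% ± 5.45 (SD, n = 2) at E14.5, 26.7% ± 3.04 (SD, n = 2) in neonatal, 20.7% ± 0.622 (SD, n = 2) in adult and 23.9% ± 4.51 (SD, n = 2) in TAC CMCs. Each E14.5 and neonatal replicate lay above both adult replicates. TAC replicate 1 lay between the adult replicates and TAC replicate 2 above them. The 4 points gave p = 0.39 in the exact permutation test over the divisions into pairs, since the replicates of E14.5, neonatal and TAC differed by several percentage points.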

Of note, the enrichment of 5-hmC at LINEs was specific to hypertrophic CMCs (Supplementary Fig. 6e). Moreover, the histone modification H3K9me3—a key indicator of LINE repression^27^—was significantly depleted on hydroxymethylated LINEs in hypertrophic CMCs (Supplementary Fig. 6f). Enrichment of 5-hmC over these elements in hypertrophic CMCs was confirmed by glucosyl tagging^28^ (Supplementary Fig. 6g).

To assess whether hydroxymethylation of LINE-1 was associated with demethylation of CGs in hypertrophic CMCs, we performed TET-assisted bisulfite sequencing (TAB-seq) coupled with regular bisulfite sequencing (Supplementary Fig. 6h). The analysed DNA region underwent strong hydroxymethylation accompanied by a pronounced loss of CG methylation. Thus, in the hypertrophic heart 5-hmC may have a role at LINES in rendering chromatin structure more permissive.

### Differential 5-hmC correlates with specific gene programmes

We then examined how DNA hydroxymethylation and gene expression were coordinated during cardiac maturation and hypertrophy. Four stage-specific clusters were computed, each one containing genes with comparable GB hydroxymethylation and expression patterns (Fig. 4a–d). All clusters were significantly enriched for cardiac genes: cluster 1 (Fig. 4a) contained genes with peaks in hydroxymethylation and expression at the embryonic stage, and included *Myh7*; cluster 2 (Fig. 4b) contained genes with peaks at the neonatal stage and included heart development genes such as *Gata6*; cluster 3 (Fig. 4c) contained key genes for adult heart metabolism, such as *Ppara*; and cluster 4 (Fig. 4d) contained genes with the highest expression and genic hydroxymethylation during hypertrophy, such as the cardiomyopathy-associated gene *Xirp2*.

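Coverage of the GB by peaks was computed for the genes of Fig. 4a-d as the percent of the gene's length under peaks, in mm10 coordinates. *Myh7* (chromosome 14, 54970684 to 54994626) was covered to 31.1% ± 9.61 (SD, n = 2) at E14.5, 27% ± 8.2 (SD, n = 2) in neonatal, 5.23% ± 4.44 (SD, n = 2) in adult and 10.1% ± 4.65 (SD, n = 2) in TAC CMCs. *Tead2* (chromosome 7, 45215792 to 45233468) had 12.3% ± 7.17 (SD, n = 2) at E14.5, 8.54% ± 0.052 (SD, n = 2) in neonatal, 10.3% ± 6.52 (SD, n = 2) in adult and 2.78% ± 1.25 (SD, n = 2) in TAC CMCs, the first 3 within the spread of the replicates. *Gata6* (chromosome 18, 11052510 to 11085635) had its highest coverage, 33% ± 10.2 (SD, n = 2), in neonatal CMCs, against 20.7% ± 6.42 (SD, n = 2) at E14.5, and its 2 adult replicates, with 3.02% and 10.3%, lay below both replicates of either. *Xirp1* (chromosome 9, 120013755 to 120023598) rose from 27% ± 19.9 (SD, n = 2) at E14.5 to 59.6% ± 7.7 (SD, n = 2) in neonatal CMCs and had 2.93% ± 2.02 (SD, n = 2) in adult CMCs.
*Ppara* (chromosome 15, 85735564 to 85806851) had 5.77% ± 2.61 (SD, n = 2) at E14.5, 20.8% ± 2.47 (SD, n = 2) in neonatal, 26.2% ± 3.39 (SD, n = 2) in adult and 16.8% ± 4.61 (SD, n = 2) in TAC CMCs. *Acadm* (chromosome 3, 153922353 to 153944643) had 42.4% ± 2.4 (SD, n = 2) in adult and 24.9% ± 11.5 (SD, n = 2) in TAC CMCs. *Xirp2* (chromosome 2, 67446002 to 67526606) had 4.32% ± 0.316 (SD, n = 2) in adult and 6.37% ± 2.33 (SD, n = 2) in TAC CMCs, both TAC replicates lying above both adult replicates. *Nppa* (chromosome 4, 148000722 to 148002074), a gene of 1.35 kb, held at most 1 peak per sample: in E14.5 replicate 2, neonatal replicate 2 and TAC replicate 1. With 2 samples against 2, none of these differences can pass an exact test at 0.05.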

Next, we performed differential enrichment analysis to identify differentially hydroxymethylated regions (DhMRs) (Supplementary Dataset 3). Overall, genes acquiring 5-hmC on the GB had increased expression, whereas genes losing 5-hmC on the GB had decreased expression (Supplementary Fig. 7a). Specifically, there was a significant (*P*<0.01, Mann–Whitney test) association between gain of 5-hmC and induction of gene expression in the embryonic-to-neonatal and neonatal-to-adult transitions; in contrast, there was no globally significant correlation on induction of hypertrophy, even though DhMRs were found on a specific set of significantly modulated genes in this setting.

The embryonic-to-neonatal transition was characterized by a predominant gain of 5-hmC within intragenic elements (Fig. 4e). 

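The files hold peaks and not the reads from which the paper's DhMRs were computed, so gain and loss were taken as presence and absence: a region common to both replicates of one point and touched by no peak of either replicate of the other. From E14.5 to neonatal CMCs, 12832 regions were gained and 7157 were lost; with the same number of peaks drawn from each list, the counts were 10363 and 9297. Of the gained regions 64.1% were centred on introns and exons, and of the lost regions 49.8%. Regions that had only to lie outside the common regions of the other point gave 37590 gained and 28659 lost, with 60.3% and 51.4% on introns and exons. Among 16162 protein-coding genes of at least 5 kb, 3892 (24.1%) were covered more in both neonatal than in both E14.5 replicates and 969 (6%) less, where the mean over the 6 divisions of the 4 samples, ties included, is 12.4% each way. The neonatal lists also hold more peak base pairs.
Among the genes whose replicates did not overlap between these points, the largest rises were in *Cox4i1* (chromosome 8, 120668225 to 120674209), from 4.19% ± 5.92 to 81.2% ± 5.59 of the gene (SD, n = 2), and *Cpt1b* (chromosome 15, 89416405 to 89425862), from 15.5% ± 6.93 to 84.5% ± 6.53 (SD, n = 2). The largest falls were in *Gm6569*, from 42.3% ± 6.57 to 16.8% ± 2.88 (SD, n = 2), and *Slc22a7*, from 24.4% ± 17.2 (SD, n = 2) to no peak in either neonatal replicate.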

5-hmC was acquired on 720 significantly upregulated genes involved mainly in energy production and metabolism (Supplementary Fig. 7b); among these were 270 cardiac-specific genes (Supplementary Fig. 7c). Loss of 5-hmC was instead associated with downregulation of 191 genes (54 of which were cardiac specific) that were enriched for biological processes related to tissue morphogenesis, embryonic development and Wnt signalling (Supplementary Fig. 7a,c).

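From neonatal to adult CMCs, 12956 common regions were gained and 23970 were lost. Introns and exons held 9130 of the gained regions (70.5%) and 11719 of the lost ones (48.9%), and intergenic sequence held 2955 and 11292. When 104215 peaks were drawn at random from each list, more regions were gained (16313) than lost (13399). The draw removes more peaks from the longer neonatal lists, whether or not the other replicate shares them. By construction this leaves fewer neonatal regions to lose and fewer neonatal peaks to touch an adult region. The draw therefore does not decide the order of the 2 counts. Coverage rose in both adult replicates over both neonatal replicates in 2359 (14.6%) of the 16162 genes of at least 5 kb and fell in 3256 (20.1%). The mean over the 6 divisions of the 4 samples, ties included, is 12.7% each way, and the adult lists hold fewer peak base pairs. The largest rises were in *Mul1* (chromosome 4, 138434672 to 138442265), from 12.4% ± 17.6 to 71.6% ± 10.5 of the gene (SD, n = 2), and *Dvl2* (chromosome 11, 70000592 to 70010109), from 15.6% ± 3.17 to 69.8% ± 9.41 (SD, n = 2). The largest falls were in *Ankrd23*, from 87% ± 0.411 to 21.3% ± 10.8 (SD, n = 2), and *Cish*, from 65.5% ± 9.95 to 4.09% ± 5.78 (SD, n = 2).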

Further gain of 5-hmC on intragenic elements occurred in the neonatal-to-adult transition (Fig. 4f): these DhMRs were found on 959 upregulated genes (193 of which were cardiac specific; Supplementary Fig. 7d) enriched for energetic and metabolic pathways (Supplementary Fig. 7b). Loss of 5-hmC was associated with the downregulation of 737 genes (including 276 cardiac-specific ones) involved in heart development, angiogenesis and cell adhesion (Supplementary Fig. 7a,d).

In contrast, hypertrophy was associated with pronounced loss of 5-hmC on intragenic elements and a marked gain on intergenic regions (Fig. 4g): despite the large overall loss of intragenic hydroxymethylated DNA in hypertrophic CMCs, the modification was gained by a set of 40 upregulated heart-specific genes (Supplementary Fig. 7e) among a total of 136 genes involved mainly in extracellular matrix organization and actin cytoskeleton organization (Supplementary Fig. 7b), two important processes for the development of hypertrophy^29^. 

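From adult to TAC CMCs, 17545 common regions were lost, 66.7% of them on introns and exons, and 6310 were gained, 58.3% of them on introns and exons. Intergenic sequence held 27% of the lost and 36.2% of the gained regions, which is 4745 regions lost and 2285 gained. The counts also reflect the common regions of TAC, which are fewer than those of any other point. With TAC replicate 2 left out, intergenic sequence held 39.6% of the gained and 26.8% of the lost regions, and with TAC replicate 1 left out 50.1% and 24.7%.
Of the 16162 genes of at least 5 kb, 3548 (22%) were covered less in both TAC than in both adult replicates and 904 (5.59%) more. The mean over the 6 divisions of the 4 samples, ties included, is 12.2% each way. The TAC lists also hold fewer peak base pairs, 75.1 and 65.1 Mb against 76.2 and 97.1 Mb in adult CMCs, which by itself favours lower coverage. *Atp5o* (chromosome 16, 91925223 to 91931630) fell from 50.6% ± 18.8 (SD, n = 2) to no peak in either TAC replicate, and *Ecm1* (chromosome 3, 95734147 to 95739569) from 68.2% ± 27.9 to 18.7% ± 13.4 (SD, n = 2). *Sod3* (chromosome 5, 52363804 to 52369738) rose from no peak in either adult replicate to 25.3% ± 8.64 (SD, n = 2), and *Zmynd15* from 3.7% ± 5.23 to 27.3% ± 16.7 (SD, n = 2).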

Finally, loss of 5-hmC was associated with repression in a total of 166 genes (56 of which were cardiac-specific) belonging to processes related to the tricarboxylic acid (TCA) cycle, fatty acid metabolism and the generation of energy, a finding consistent with the impaired energy production of hypertrophic CMCs^30^(Supplementary Fig. 7a,e).

Several DhMRs identified in the three transitions were selected for validation by two independent methodologies: TAB-seq^14^ and biotin-glucosyl tagging and enrichment^28^. They confirmed differential hydroxymethylation at the analysed loci in an independent cohort of samples (Supplementary Fig. 8a–e). Of note, *Myh7* underwent extensive loss of DNA hydroxymethylation at the GB during cardiac maturation (Fig. 4h,i), thereby indicating that 5-hmC may be a novel determinant of the regulation of the fetal isoform of cardiac MHC.

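*Myh7* is transcribed from the minus strand of chromosome 14 and is 23.9 kb long. It held 8 and 7 peaks in the E14.5 replicates, 8 and 6 in the neonatal, 1 and 4 in the adult and 5 and 4 in the TAC replicates. Coverage was 37.9% and 24.3% at E14.5, 32.8% and 21.2% in neonatal, 2.09% and 8.37% in adult and 13.4% and 6.85% in TAC CMCs. Both adult replicates thus lay below each E14.5 and neonatal replicate. Of the TAC replicates, replicate 1 lay above both adult replicates and replicate 2 between them. Regions common to both replicates numbered 6 at E14.5 and 6 in neonatal CMCs, and there were none in adult or TAC CMCs.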

In the mammalian fetal brain, 5-hmC pre-marks certain genomic regions, facilitating their active demethylation at later stages of development^31^. To investigate whether hydroxymethylation contributes to CG demethylation also during cardiac development, we took advantage of a previously generated DNA methylome data set^4^. We found that genes undergoing a loss of mCG and/or hmCG in adult versus neonatal CMCs in Hein's data set were strongly hydroxymethylated at the neonatal stage. Moreover, 5-hmC abundance correlated with the level of demethylation: the greater the degree of developmentally driven CG demethylation of genes, the greater the hydroxymethylation at the demethylated genes in neonatal CMCs (Supplementary Fig. 7f).

Therefore, 5-hmC follows a specific distribution pattern during CMC maturation and disease, contributing to the specification of transcriptional programmes tightly linked to the biology of these cardiac cells.

### 5-hmC defines a subset of enhancers with increased activity

Enhancers are key regulators of tissue-specific gene expression programmes. Sets of distal enhancer regions have been recently reported for cardiac differentiation^32^ and hypertrophy^23^. Moreover, studies on ESCs have found high levels of 5-hmC at enhancers^15^,^33^. Therefore, we assessed the presence of 5-hmC on these regulatory regions in cardiac cells. We found strong associations between 5-hmC and regions classified as active (H3K27ac^+^/H3K4me1^+/−^) or poised (H3K4me1^+^ only) enhancers by Bruneau's group in CMCs differentiated *in vitro* from ESCs^32^. Consistent with findings in ESCs^34^, 5-hmC was depleted at the centre of active, but not of poised, enhancers (Supplementary Fig. 9a). Moreover, genes proximal to a 5-hmC^+^ enhancer were expressed at higher levels than those near a 5-hmC^−^ one (Supplementary Fig. 9b).

To dissect the functional role of enhancer hydroxymethylation, we performed chromatin IP sequencing (ChIP-seq) for H3K27ac. Only peaks common to two replicates were considered for analysis (Supplementary Fig. 9c). Peaks not overlapping any exon or promoter region (±1 kb from the TSS) were considered putative enhancers (Supplementary Fig. 9d). A total of 43,005 putative H3K27ac^+^ enhancer regions were identified at the four points studied (Supplementary Dataset 4). Of these, a subset was specifically enriched for 5-hmC (Fig. 5a,b). 

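Supplementary Dataset 4 gives the positions of the H3K27ac+/5-hmC+ enhancers. The lists of E14.5 (1627 enhancers) and of neonatal CMCs (1686 enhancers) were complete here and were compared with the common regions of the 4 points; the adult and TAC lists were not used. Each enhancer of the E14.5 list overlapped a common region of E14.5, which is how the authors selected it, and 71.2% overlapped one of neonatal, 49.4% one of adult and 25.3% one of TAC CMCs. With the common regions placed at random on their chromosomes, the shares were 10.7%, 11.8%, 9.02% and 4.22%. Of the neonatal list, 50.9% overlapped a common region of E14.5, 44.8% one of adult and 22.8% one of TAC CMCs. The lower shares in TAC go with 22893 common regions, fewer than at any other point: with a peak of either replicate as the criterion, 76.9% of the E14.5 list and 73.5% of the neonatal list had 5-hmC in TAC. Peaks of either replicate also overlap more enhancers by chance, and their random share was not computed.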

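Of the 1627 H3K27ac+/5-hmC+ enhancers of E14.5, 276 (17%) overlapped a common 5-hmC region at each of the 4 points. Of the 1686 of neonatal CMCs, 199 (11.8%) did. Between the lists, 329 enhancers of E14.5 (20.2%) overlapped one of neonatal CMCs, so that 5-hmC was found at the next point more often than the enhancer was listed there. A preserved enhancer in the paper's sense also needs H3K27ac at each point, which was not analysed here.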

Only 94 H3K27ac^+^/5-hmC^+^ enhancers were preserved across all stages, whereas most were stage specific, in line with the notion that enhancers are highly cell-type specific^32^.

Enhancer hydroxymethylation may be important for the specification of transcriptional programmes in CMCs. In fact, both preserved and non-preserved 5-hmC^+^ enhancers were located in the proximity of transcription factor genes known to play pivotal roles in cardiac cells (that is, *Mef2a*, *Mef2c* and *Gata4*) as well as key cardiac genes (for example, *Myh7)* (Supplementary Fig. 9e). 

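In the 2 complete lists, 3 enhancers of E14.5 and 2 of neonatal CMCs were nearest to *Mef2a*. The enhancer at chromosome 7, 67458672 to 67465544, 89.2 kb from the *Mef2a* TSS, was in both lists and overlapped a common region at each of the 4 points. Near *Mef2c*, the enhancer at chromosome 13, 83564599 to 83577104, overlapped a common region at each of the 4 points, and the one at 83527505 to 83533256 only at E14.5 and in neonatal CMCs. Near *Gata4*, the enhancer at chromosome 14, 63262102 to 63273729, in both lists, overlapped a common region at E14.5 and in neonatal but not in adult or TAC CMCs, and the one at 63251019 to 63253303, in the E14.5 list, at each point except adult. The listed enhancer nearest to the *Myh7* TSS, at chromosome 14, 54990199 to 54992412 and inside the gene, was in the E14.5 list. It overlapped a common region at E14.5 and in neonatal CMCs. In the other samples it held 0 and 1 peaks in the adult and 2 and 0 in the TAC replicates.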

Enhancer conservation analysis identified an increased overlap of highly conserved phastCons mammalian elements with hydroxymethylated enhancers versus non-hydroxymethylated enhancers at all four stages, suggesting that these 5-hmC-marked enhancer regions are more likely to be conserved (Fig. 5c). To test whether H3K27ac^+^/5-hmC^+^ enhancers correlated with specific gene expression patterns, we assigned each enhancer to a neighbouring gene. Notably, genes in close proximity to a 5-hmC-marked enhancer were statistically more expressed than those proximal to an enhancer marked only by H3K27ac (Fig. 5d). In line with the idea that hydroxymethylated enhancers are critical regulators in cardiac cells, GO analysis revealed an enrichment of heart development genes in all four stage-specific sets of hydroxymethylated enhancers (Supplementary Fig. 9f).

Consistently, motif discovery analysis identified within these regions a significant, common over-representation of binding sites for myocyte enhancer factor Mef2c—the primary member of the MEF family of transcription factors involved in transcriptional regulation of the developing and hypertrophic heart^35^ (Fig. 5e–g). 

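The putative Mef2c site CCTAATAATAGC lies on chromosome 14 of mm10 from 55004112 to 55004123, 9.49 kb upstream of the *Myh7* TSS, within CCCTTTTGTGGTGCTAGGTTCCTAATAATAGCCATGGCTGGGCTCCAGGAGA. In the hMeDIP lists, a peak covered the site in TAC replicate 2 (55003795 to 55004295) and in E14.5 replicate 2 (55003216 to 55004776). In TAC replicate 1 the nearest peak, 55003564 to 55004064, ended 47 bp before the site. The region common to both TAC replicates, 55003795 to 55004064, therefore lay beside the site and not over it. This gap of 47 bp is shorter than the sonicated fragments the paper describes, so the lists do not decide whether 5-hmC reached the site. The paper's claim concerns the enhancer region and rests also on TAB-seq, which was not analysed here. Over the genome, the peak centres of TAC replicate 2 were most frequent 500 to 600 bp away from those of the other samples. The 2 TAC peaks here overlap, and their centres lie closer than that. The nearest peak was 2327 and 2982 bp away in the adult replicates and 1161 and 1855 bp away in the neonatal replicates. In E14.5 replicate 1 it was 2411 bp away. Peaks within 20 kb upstream of the TSS numbered 2 and 1 in the adult and 2 and 5 in the TAC replicates.

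**Figure D3:**
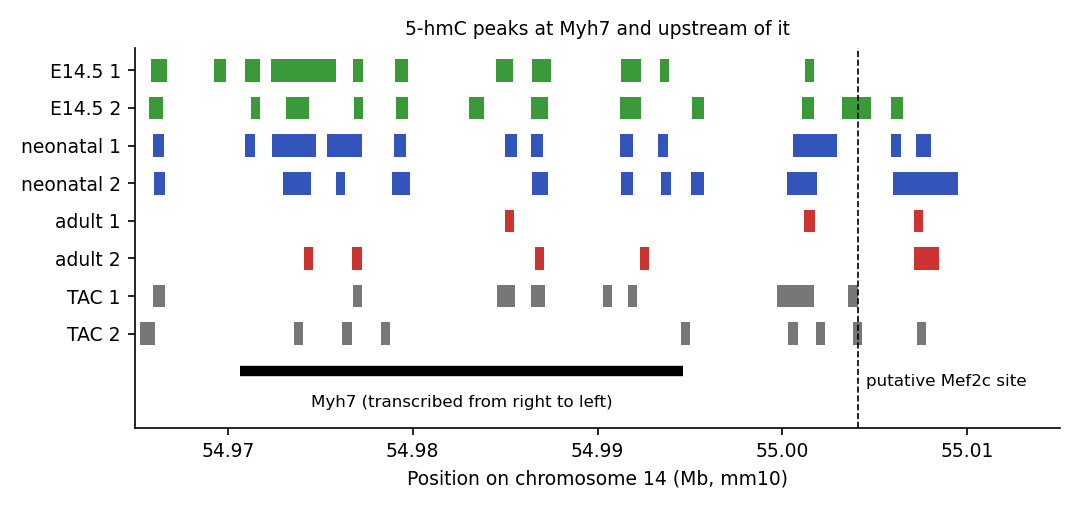
Peaks of the 8 samples (rows) on chromosome 14 in Mb of mm10 (horizontal axis) at *Myh7*, drawn as a black bar, and upstream of it. The dashed line marks the putative Mef2c site, which peaks of E14.5 replicate 2 and TAC replicate 2 cover; the gene itself holds 8 and 7 peaks at E14.5 and 1 and 4 in adult CMCs.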

Figure 5h illustrates an H3K27ac^+^/5-hmC^+^ enhancer with a putative binding site for Mef2c in the proximity of *Myh7*, which becomes strongly induced in the hypertrophic heart. TAB-seq and ChIP analysis confirmed the enrichment of 5-hmC and the binding of Mef2c to this genomic region (Fig. 5i,j).

### TET2 KD alters the 5-hmC profile and gene expression

We next characterized the expression of TET family members in cardiac cells. RNA-seq data revealed that all three TET genes were highly expressed in fetal CMCs, became downregulated in adult cells and were not significantly modulated further on hypertrophy induction; the most highly expressed member was *Tet2* (Fig. 6a). Notably, absolute 5-hmC content correlated positively with *Tet2* expression (Fig. 6b). These findings led us to hypothesize that TET2 plays a role in fetal CMCs. We therefore examined the effect of *Tet2* KD by transducing cultured embryonic CMCs with a lentiviral vector expressing a previously validated short hairpin RNA targeting *Tet2* (sh-Tet2) or a scrambled sequence (sh-control)^36^ and conducted RNA-seq 72 h later (Supplementary Fig. 10a). sh-Tet2 significantly decreased endogenous *Tet2* expression (Supplementary Dataset 5); western blotting confirmed a 70% reduction in TET2 protein (Fig. 6c and Supplementary Fig. 11a). However, *Tet2* KD did not affect the global 5-hmC level (Fig. 6d and Supplementary Fig. 11b), a result attributable to compensation by *Tet3*, which was significantly upregulated on silencing of *Tet2* (Supplementary Dataset 5), as already observed in other primary cell types^37^. Nonetheless, *Tet2* disruption resulted in significant deregulation of a large number of genes (Fig. 6e,f): among differentially expressed genes were those related to cell cycle, heart development and heart muscle contraction (Supplementary Fig. 10b).

Next, to identify genes directly affected by *Tet2* KD, we mapped 5-hmC genomewide (Supplementary Fig. 10c). Biological replicates showed a high degree of genome-wide correlation (Supplementary Fig. 10d) and, consistent with the dot blot, *Tet2* KD did not affect global levels of 5-hmC on all genes (Supplementary Fig. 10e), suggesting it may affect 5-hmC at specific loci. We identified 159,365 regions of differential hydroxymethylation (Supplementary Dataset 6), which were mainly found in intronic and intergenic regions (Supplementary Fig. 10f). Thus, *Tet2* KD seemed to affect gene expression by targeting genic and distal regulatory regions.

Intragenic loss of 5-hmC was associated with a slight decrease in median expression, but it significantly affected a number of highly expressed genes (Fig. 6g and Supplementary Fig. 10g,h). Among the TET2**-regulated genes were many with pivotal functions for embryonic cardiac cells: cardiac muscle contraction and cardiac muscle fibre development were among the top-enriched terms, as were mitotic cell cycle processes (Fig. 6h). Notably, *Myh7* and the myosin light-chain gene *Myl4*—which encode essential structural components of embryonic cardiac muscle—were profoundly affected by*Tet2* KD, undergoing six- and threefold downregulation, respectively (Fig. 6i). The specific depletion of 5-hmC at intragenic regions of *Myh7* and *Myl4* was further confirmed by quantitative PCR (qPCR) of differential peaks (Fig. 6j).

Next, we assessed whether transcriptional perturbation in *Tet2* KD CMCs was also linked with altered hydroxymethylation on enhancers. We thus investigated variations in 5-hmC densities over the putative enhancer regions we previously identified as hydroxymethylated in fetal cells. A subset of these (*n*=446) underwent significant loss of 5-hmC following *Tet2* KD (Fig. 7a,b). This affected 39 genes (Fig. 7c), which became significantly repressed (Fig. 7d). Again, many genes involved in heart development and contraction (Fig. 7e), including *Myh7* and *Myl3* (Fig. 7f), were found in the proximity of a deregulated enhancer.

Given the association between activating histone marks and DNA hydroxymethylation, we asked whether 5-hmC acted as a pre-activating mark defining regions of strong transcriptional activation. We took advantage of *Tet2* KD to partially test this hypothesis. qPCR analysis of two enhancer regions that lost 5-hmC after *Tet2* KD (namely, proximal to *Myh7* and *Myl3*), indicated that depletion of 5-hmC led to decreased enrichment of H3K27ac at these regions (Fig. 7g,h and Supplementary Dataset 6); in contrast, two enhancers for which the level of 5-hmC deposition was not altered by *Tet2* KD (namely, proximal to *Gata4* and *Hif1a*), did not undergo any change in H3K27ac enrichment at the analysed time point. These findings identify TET2 and its catalytic product, 5-hmC, as new factors in the shaping of the epigenetic and transcriptional landscapes of maturing CMCs.

## Discussion

The present study reveals that DNA hydroxymethylation is critical for the gene expression programme of cardiac cells. We define the genome-wide map of hydroxymethylated DNA during cardiac development and disease, showing that 5-hmC marks gene bodies and distal regulatory regions in CMCs. We further show a functional link between TET2, DNA hydroxymethylation at the GB and enhancer, and regulation of gene expression in fetal cardiac cells. Together, these findings give new insights into mechanisms governing cardiac gene expression.

A previous investigation of the methylome of embryonic, postnatal and failing CMCs carried out with whole-genome bisulfite sequencing identified a large number of differentially methylated regions mainly on gene bodies and *cis*-regulatory sequences and highlighted a previously unappreciated plasticity of cardiac DNA methylation^4^. However, even though bisulfite sequencing allows resolution at the base level, it does not discriminate between 5-mC and 5-hmC^38^. We therefore asked whether 5-hmC could be an additional element of the CMC's methylome. In fact, the high abundance of 5-hmC in the central nervous system^39^,^40^ has encouraged several investigations into its function during neurogenesis^41^, postnatal neuronal development and ageing^9^,^31^,^42^: in those contexts, 5-hmC was found to be a stable, but dynamic, epigenetic mark. Moreover, quantification of 5-hmC in mammalian tissues suggested that heart and skeletal muscle contain intermediate levels of hydroxymethylated DNA^43^,^44^. Our findings reveal that 5-hmC marks active genes and is associated with distinct transcriptional networks during cardiac maturation—that is, genes involved in embryonic and heart development during the E14.5→neonatal transition and genes involved in energetic and metabolic pathways during the neonatal→adult transition—as well as in the development of cardiac hypertrophy. This suggests that dynamic modulation of hydroxymethylated DNA at gene bodies is a feature of the gene expression programme of CMCs. In addition, 5-hmC is enriched in neonatal CMCs at CG regions that become demethylated later in development, implicating this mark in the shaping of the methylome of adult heart, similar to what has been reported for the brain^31^.

A common response of the adult heart to various stresses is the suppression of the postnatal gene programme and the re-activation of a neonatal-like one. On one hand, fetal cardiac genes, such as those encoding atrial and brain natriuretic factor, are upregulated, as is the fetal contractile protein isoform of MHC MYH7 (ref. 45); on the other, the hypertrophied heart returns to a fetal metabolic gene profile by downregulating adult transcripts, such as those encoding mitochondrial FAO, respiratory chain complexes and TCA cycle enzymes, as well as genes involved in calcium handling^22^,^46^. Our findings reveal that the hydroxymethylome of TAC CMCs recapitulates this characteristic feature of the hypertrophied heart. In fact, we found that the 5-hmC landscape of hypertrophic CMCs is shifted, in part, towards a neonatal-like distribution pattern. More precisely, these CMCs display a predominant loss of 5-hmC within genic regions, a change mainly affecting genes related to TCA cycle, FAO and the generation of energy. In addition, gain of 5-hmC at intergenic regions is associated with re-activation of fetal genes such as *Myh7*, which we found to be in the proximity of an enhancer that was hydroxymethylated specifically in hypertrophic CMCs.

The sole presence of 5-hmC on the GB is not, however, correlated with high gene expression levels: it must be co-expressed with an activating histone mark, such as H3K79me2, H3K9ac, H3K27ac or H3K4me3, potentiating the effect of the latter. Thus, 5-hmC may be a pre-activating mark, attracting or precluding the binding of chromatin remodelling proteins.

The exact mechanism through which TETs and 5-hmC regulate transcription remains elusive. TET2 and TET3 have been shown to directly interact with *O*-linked β-*N*-acetylglucosamine transferase mediating histone O-GlcNAcylation^47^ and to influence the deposition of H3K4me3, which in turn promotes transcription of target genes^48^. Moreover, mass spectrometry-based analysis has identified a large set of tissue-specific proteins selectively bound to or repelled by hydroxymethylated DNA^49^. Here we show that depletion of 5-hmC significantly affects enrichment of the activating histone mark H3K27ac within enhancer regions. Whether this is due to a reduced binding of acetyltransferases (that is, CREB and p300) or by simply creating a more accessible chromatin structure remains to be elucidated.

TET2-mediated hydroxymethylation has also been associated with the modulation of enhancer activity in ESCs^16^,^17^. We show here that enhancer-associated 5-hmC plays a role in the regulation of transcription in cardiac cells: in fact, 5-hmC defined a subset of enhancers with increased activity in CMCs. Of note, the top biological function of genes in the proximity of hydroxymethylated enhancers was ‘Heart Development' and included several key cardiac regulators. Moreover, transcription network analysis revealed that the activity of cardiac-specific enhancers is regulated by MEF2C. Another transcription factor, GATA-4, has already been reported to shape the chromatin environment during cardiac development and disease and, in turn, regulate enhancer activity^42^. Similarly, MEF2C may be involved in establishing the epigenetic signature, in particular the deposition of 5-hmC on enhancers by binding with TETs, as recently observed for the transcription factor WT1 in HEK293T cells^50^.

We also determined that TET2 is the most abundantly expressed member of this enzyme family in CMCs, and that it is implicated in defining the hydroxymethylation profile of fetal cells. Even though *Tet2* KD did not affect global levels of hydroxymethylation, it led to an alteration of 5-hmC at specific loci, indicating that TET2-mediated hydroxymethylation regulates gene expression in a specific, rather than a broad, manner. Our findings provide the first evidence of a regulatory function of TET enzymes in cardiac cells. More specifically, inhibition of *Tet2* expression affects intragenic- and enhancer-associated hydroxymethylation, downregulating specific cardiac genes. Importantly, 5-hmC critically regulates the gene encoding MYH7. In fact, expression of *Myh7* appears to be driven by both genic and enhancer hydroxymethylation: the locus undergoes extensive loss of 5-hmC at the GB during cardiac maturation, but acquires this epigenetic mark on a distal regulatory region in hypertrophy. Indeed, there was a clear link between TET2 downregulation and alteration of 5-hmC deposition at these specific genic structures, changes associated with strong deregulation of *Myh7* expression. Further studies aimed at elucidating the specific role of TET2 and DNA hydroxymethylation in this context, possibly with inducible and tissue-specific models, are thus warranted.

The findings of the present study set the basis for the understanding of the functional role of 5-hmC in cardiac physiology and disease, opening the field to the investigation of novel mechanisms governing cardiac transcription.

## Methods

### Animal procedures

All experiments were performed according to the 2010/63/EU Directive and approved by the ethics committee of Humanitas Research Hospital. Mice were housed in a controlled environment on a 12 h light/dark illumination schedule and fed on a chow diet. The study was performed using genomic material obtained from CMCs isolated from embryonic (E14.5), neonatal (1–2 days old) and adult (2-month-old) male mice, and from adult male mice 1 week after TAC.

TAC surgery was adapted from Rockman *et al*.^51^. Briefly, C57Bl6/J male mice were anaesthetised by intraperitoneal injection of a mixture ketamine (100 mg kg^−1^) and xylazine (10 mg kg^−1^). The aortic arch was exposed through the first intercostal space. A 8-0 suture was passed between the truncus anonymous and the left carotid artery, and a knot tightened around a blunted 27-gauge needle (TAC group). The chest cavity was then closed with 6-0 silk sutures. A separate group of mice underwent the same surgical procedure but without any tightening of the knot (sham group). The pressure load caused by the knot was verified through measurement of the pressure gradient across the aortic constriction with echocardiography (Vevo 2100, VisualSonics).

Male mice were killed according to the protocol of the internal ethics committee, the hearts excised and CMCs isolated. Adult CMCs were obtained by enzymatic perfusion of the left ventricle with Liberaze TM (Roche), using a Langerdorff apparatus as described elsewhere^52^. Cells were then allowed to sediment by gravity in order to obtain separation of viable, rod-shaped CMCs from rounded, dead CMCs and from other cell types present in the heart.

E14.5 and neonatal CMCs were obtained by enzymatic digestion of excised ventricles^52^. Single cell suspensions were obtained by performing eight rounds of enzymatic digestion with 240 units per ml of type II collagenase (Worthington). The cell suspensions were then centrifuged at a low speed to allow initial separation of CMCs from other cell types. The supernatant was removed, the cells resuspended in 10 ml of isolation medium and then seeded in 10-cm culture dishes and incubated at 37 C for 1 h, to allow adhesion of non-myocytes. This step was repeated twice to minimize contamination from other cell types.

We routinely assessed the purity of our preparations by fluorescence-activated cell sorting (FACS) analysis and obtained 80–85% sarcomeric actinin-positive cells. As an additional control of the purity of the preparations used for 5-hmC DNA IP (hMeDIP), we verified the absence of 5-hmC peaks in intragenic regions of abundantly expressed endothelial and fibroblast markers (for example, *Vim*, *Col1a2* and *Tcf21*) (Supplementary Dataset 1).

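*Tcf21* (chromosome 10, 22817263 to 22820143) held no peak in any of the 8 samples. *Col1a2* (chromosome 6, 4505618 to 4541543) held 1 peak in neonatal replicate 1 and 1 in TAC replicate 2. *Vim* (chromosome 2, 13574311 to 13582826) held 1 peak in neonatal replicate 1, in both adult replicates and in TAC replicate 1. None of the 3 genes held a region common to both replicates of a point. Of 9 fibroblast genes (*Vim*, *Col1a1*, *Col1a2*, *Col3a1*, *Tcf21*, *Pdgfra*, *Dcn*, *Postn* and *Ddr2*), 3 held a common region at E14.5, 3 in neonatal, 1 in adult and 1 in TAC CMCs. Of 6 endothelial genes (*Pecam1*, *Cdh5*, *Tek*, *Kdr*, *Tie1* and *Vwf*), 6 held one at E14.5, 5 in neonatal, 6 in adult and 2 in TAC CMCs. Of 8 CMC genes (*Myh6*, *Tnnt2*, *Actn2*, *Ttn*, *Ryr2*, *Myl2*, *Tnni3* and *Actc1*), 7, 7, 5 and 4 did. Among all 21000 protein-coding genes, 8746, 9746, 8732 and 5834 held one.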

### hMeDIP and sequencing

Two biological replicates were profiled at each experimental point. For each replicate, DNA was isolated using the QIAamp DNA mini kit (Qiagen). DNA was sonicated to ∼150–400 bp (distribution peak, ∼250 bp), Illumina adaptors ligated to the ends and immunoprecipitated with a 5-hmC antibody (Active Motif, AM39791). The IP reaction was performed with Active Motif's reagent kit and protocol.

After IP, DNA fragments were amplified with barcoded Illumina primers to generate the final sequencing library. To generate the input libraries, sonicated DNA with ligated adaptors was directly amplified without the IP step. High-throughput sequencing was carried out by Active Motif's epigenetic service (http://www.activemotif.com/catalog/821/MeDIP-sequencing-service) using the Illumina HiSeq 2000 platform.

### 5-hmC data processing and analysis

Raw sequencing reads were mapped to the UCSC mouse genome mm10 build using BWA 0.7.4-r385 (ref. 53) with the default parameter setting. Multiple mapped reads were filtered out using the MarkDuplicates module of the Picard command-line tools (http://broadinstitute.github.io/picard/). Reads with ‘mapQ' <10 were filtered out using bamtools API 2.2.3 tool.

Quality control and saturation analysis was assessed after read mapping with the MEDIPS R/Bioconductor package^54^. Saturation analysis indicated that our data set was sufficient to generate a saturated and reproducible coverage profile of the reference genome. Moreover, we computed effectiveness of hMeDIP enrichment by identifying the fraction of CpGs in the reference genome covered by the sequencing data and evaluating their depth of coverage.

Detection of 5-hmC-enriched regions relative to input DNA was carried out with the ‘findPeaks' routine of HOMER v4.5 in ‘histone' mode and with default parameter values. Results of HOMER analysis are included in Supplementary Data set 1. Only peaks identified in both biological replicates were considered for further analysis.

Analysis of DhMRs was carried out with the MEDIPS R/Bioconductor package^54^. Results of MEDIPS analysis are included in Supplementary Data sets 3 and 5. Significant DhMRs were chosen based on an edgeR *P*-value ≤0.05.

Intragenic levels of 5-hmC were quantified by counting the number of reads falling into UCSC genes defined by the corresponding annotated TSSs and TTSs. The RPKM were calculated based on the read counts overlapping the 5-hmC-enriched regions relative to input DNA. 5-hmC coverage profile heat maps across different genomic regions were obtained with the ngsplot tool v 2.02, considering only enriched regions^55^.

To compute 5-hmC and input DNA coverage across mouse chromosomes for each sample, the number of mapped reads in 100 kb bins was calculated and normalized for the total number of mapped reads. Boxplots of RPKM for genes enriched in 5-hmC on the TSS or in the GB were generated in R and the difference in RPKM between groups tested for significance using the Mann–Whitney test in GraphPad Prism.

For the analysis presented in Fig. 4, the four samples were clustered based on both highest stage-specific expression (measured by RNA-seq) and highest stage-specific 5-hmC coverage (calculated as number of reads falling into peaks) in genic regions.

To assess whether hydroxymethylcytosine contributed to DNA CG demethylation during cardiac development, we computed the percentage of differential CpG methylation between adult and neonatal CMCs. Genes were classified into four groups based on the difference in CpG methylation percentage (Δ≤−1, Δ≤−10, Δ≤−15 and Δ≤−20) in adult with respect to neonatal CMCs.

### RNA preparation and sequencing

Two biological replicates were profiled at each experimental point. RNA was isolated using the RNeasy Mini Kit (Qiagen) and treated with DNase according to the manufacturer's protocol. Total RNA quality was evaluated with a 2100 Agilent Bioanalyzer and the RNA 6000 Nano kit: only samples with RIN score >7 were processed further. RNA-seq libraries were created using the ScriptSeq Complete Gold—Low Input kit (Epicentre, Illumina), which is composed of two modules: the Ribo-Zero magnetic depletion protocol for ribosomal RNA removal and the ScriptSeq v2 kit to prepare the libraries. One hundred and fifty nanograms of total RNA was depleted and concentrated with RNeasy MinElute Cleanup Kit (Qiagen). Purified RNA was fragmented and first-strand complementary DNA synthesized using random hexamers with 5′-tagging sequences. After RNase digestion, a 3′-tag was introduced with random terminal tagging oligonucleotides. The obtained double-tagged strand-specific cDNA was purified using AMPure XP beads (Beckman Coulter).

Libraries were enriched and indexed by 15 cycles of PCR amplification (ABI GeneAmp PCR system 9700) using FailSafe PCR enzyme and ScriptSeq Index PCR primers. After purification with AMPure XP beads, library quality and size distribution were checked with an Agilent Bioanalyzer and DNA 1000 chip. All libraries were quantified with a Qubit 2.0 Fluorometer (Life Technologies) using dsDNA BR Assay Kit (Life Technologies). RNA-seq libraries were sequenced using TruSeq PE Cluster Kit v3 and TruSeq SBS Kit v3 (Illumina). According to index compatibility, the libraries were grouped into two pools and clustered on a TruSeq v3 flow cell at a concentration of 9 pM to obtain >50 million clusters for each sample. Paired-end sequence reads (50 bp in length) were generated on an Illumina HiSeq 2000.

### RNA-seq analysis

The correlation coefficient of the transcriptome between duplicates at the same experimental point ranged from 0.97 to 0.99, indicating strong reproducibility of the technique in our hands. Number of raw and mapped reads are reported in Supplementary Fig. 3.

The sequencing reads were processed to remove Illumina barcodes and aligned to the UCSC *Mus musculus* reference genome (build mm10), using TopHat v2.0.10 (ref. 56) with the following parameters: -r 200; --mate-std-dev 150; --library-type fr-firststrand. The reference genome was downloaded from the UCSC site and the mapped read files processed with the bamtools API 2.2.3 tool with the following parameters: -isMapped true; -isPaired true; -isProperPair. Only reads with ‘mapQ' ⩾20 were retained for further analysis. Reads were then processed by Cufflinks v2.1.1 (ref. 57) with the following parameters: -b; -u; --library-type fr-firststrand; --max-bundle-frags 10000000; --compatible-hits-norm. The RNA expression level of a gene was calculated in RPKM using the Cufflinks package. Differentially expressed genes were identified using the Cuffdiff package with the following parameters: --compatible-hits-norm; -b; u; --library-type fr-firststrand; --max-bundle-frags 10000000. Significant genes were chosen based on *q*-value (Benjamini–Hochberg correction for multiple testing) ≤0.05. Results of differential analysis are included in Supplementary Datasets 2 and 4.

Hierarchical clustering of the 10,302 differentially expressed genes between the experimental points was carried out and visualized using MeV v4.8.1 (MultiExperiment Viewer software) with complete linkage method. SOTA (Self Organizing Tree Algorithm) analysis was performed with MeV v4.8.1.

### ChIP and sequencing

Two biological replicates were profiled at each experimental point. Cells were cross-linked for 10 min at room temperature using 1% formaldehyde. Cross-linking was quenched by adding glycine to a final concentration of 0.125 M. The cells were then resuspended in lysis buffer (5 mM PIPES pH 8, 85 mM KCl, 0.5% NP40 and protease inhibitors) and incubated on ice for 15 min. Chromatin was sheared to generate 200−400 bp fragments. The efficiency of sonication was assessed with agarose gel electrophoresis. Chromatin samples were pre-cleared for 1 h with protein-G beads and then immunoprecipitated overnight at 4 °C with anti-H3 acetyl lysine 27 (Abcam, ab4729). Immunocomplexes were washed with low-salt wash buffer (0.1% SDS, 2 mM EDTA, 20 mM Tris HCl pH 8, 1% Triton X-100, 150 mM NaCl and protease inhibitors), high-salt wash buffer (0.1% SDS, 2 mM EDTA, 20 mM Tris HCl pH 8, 1% Triton X-100, 500 mM NaCl and protease inhibitors) and TE buffer. Immunocomplexes were then eluted in elution buffer (1% SDS and 100 mM NaHCO_3_) and cross-linking reverted overnight at 65 °C. Samples were treated with proteinase K, extracted with phenol/chloroform and precipitated with ethanol.

DNA was quantified using the Qubit dsDNA HS Assay Reagent Kit (Life Technologies, Q32851) on a Qubit 3.0 Fluorometer (Life Technologies, Q33216). Sequencing libraries were prepared from 5 ng of DNA using the TruSeq ChIP Library preparation kit (Illumina) according to the protocol with 18 cycles of PCR and sequenced on a NextSeq 500 (Illumina).

### ChIP-seq data processing and analysis

Previously published^23^ ChIP-seq data sets from adult and TAC CMCs were used. To profile H3K79me2, H3K4me3, H3K9ac, H3K27ac, H3K27me3, H3K9me3 and H3K9me2, mapped reads were converted from the UCSC mouse genome mm9 build to mm10 using the Batch Coordinate Conversion tool (LiftOver: https://genome.ucsc.edu/cgi-bin/hgLiftOver).

Enriched regions relative to input DNA were detected using the MACS (model-based analysis of ChIP-seq) software^58^ with the following parameters: --pvalue=1e-3 --mfold=5.30.

Intragenic levels of H3K79me2, H3K4me3, H3K9ac and H3K27ac were quantified by counting the number of reads falling into UCSC genes defined by the corresponding annotated transcription start and termination sites. The RPKMs were calculated based on the read counts overlapping the H3K79me2-, H3K4me3-, H3K9ac- and H3K27ac-enriched regions relative to input DNA. Density plots were generated in R and the Pearson's coefficient *ρ* calculated.

To profile 5-hmC distribution around the H3K79me2, H3K4me3, H3K9ac and H3K27ac MACS peaks identified in adult CMCs, we used the ‘annoatePeaks' routine in HOMER v4.5, a software suite for ChIP-seq analysis, with -size 5000 and -hist 200 as the parameters^59^.

Boxplots of RPKM for genes enriched in 5-hmC and/or the indicated histone mark were generated in R and the difference in RPKM between groups tested for significance using the Mann–Whitney test in GraphPad Prism.

### Enhancer analysis

To profile 5-hmC distribution in distal regulatory regions identified in the CMC stage^32^ and in adult and TAC CMCs^23^, enhancer regions were downloaded and converted from the mouse genome mm9 build to mm10 using the UCSC Batch Coordinate Conversion tool (LiftOver: https://genome.ucsc.edu/cgi-bin/hgLiftOver).

Enhancers were classified as 5-hmC^+^ or 5-hmC^−^ based on the presence or absence of a peak overlapping the enhancer region. Boxplots of expression for genes proximal to enhancers enriched or not in 5-hmC were generated in R and the difference in RPKM between groups tested for significance with the Mann–Whitney test in GraphPad Prism.

### Conservation of enhancers

Enhancer conservation was determined by overlapping placental mammals PhastCons elements with 5-hmC^+^ enhancer regions at each stage.

### Annotation of enriched regions

To annotate 5-hmC-enriched regions, DhMRs and ChIP regions, we used the ‘annotatePeaks' routine of HOMER v4.5.

### GO analysis

Metascape (http://metascape.org) was used to find significantly enriched (*P*-value ≤0.01) GO terms^60^. Top clusters, with their representative enriched terms (one per cluster), are given.

### Repetitive elements analysis

To study genome-wide transcriptional regulation of repetitive elements, we used the RepEnrich tool^61^. Briefly, the mouse genomic repetitive annotation required by RepEnrich was built and prepared using the RepeatMasker data set downloaded from UCSC table browsers. Raw RNA-seq reads of each sample were mapped to the mm10 genome using bowtie 4.1.2 (ref. 62) and the custom repetitive annotation prepared above with the following parameters: -m 1; --max. RepEnrich was then run with the number of total mapping reads calculated as number of reads processed minus the number of reads failing to align.

For differential enrichment analysis of repetitive elements, we used the EdgeR^63^ package in R/Bioconductor.

To correlate 5-hmC coverage on repetitive elements with the expression of the repeated DNA structures, we calculated the average number of 5-hmC reads falling into peaks overlapping all repetitive elements in each replicate, normalized for the library size (total number of mapped reads).

To compute the coverage of H3K9me3 over LINEs with or without 5-hmC in TAC CMCs, we used the ngsplot tool^55^, considering only H3K9me3 MACS-enriched regions. Boxplots of the median H3K9me3 coverage over LINEs was generated in R and the difference in values between groups tested for significance with the Mann–Whitney test in GraphPad Prism.

### Motif discovery analysis

Motif enrichment analysis within 5-hmC-associated enhancers was carried out with the ‘findMotifsGenome' routine in HOMER v4.5.

### Flow cytometric analysis

FACS analysis was carried out on six biological replicates per condition. Intracellular staining for sarcomeric α-actinin on mouse-derived CMCs was performed in the dark with the appropriate saturating concentrations of the following unconjugated antibody and relative isotype control: mouse anti-sarcomeric αactinin, diluted 1:400 (Abcam, ab9465) and normal mouse IgG (Abcam). Detection of primary antibody was performed using Alexa-647-conjugated goat anti-mouse antibody, diluted 1:500 (Molecular Probes, Invitrogen). The LIVE/DEAD Fixable Aqua Stain kit (Molecular Probes, Invitrogen) was used to exclude dead cells. Cells were fixed and permeabilized with FACS buffer (0.5% saponin and 5% fetal bovine serum). Stained cells were analysed using FACS LSRFortessa or FACSCanto II flow cytometers (BD Bioscience). Diva software (BD Pharmingen) was used for data acquisition and analysis.

### Liquid chromatography–tandem mass spectrometry quantification of 5-mC and 5-hmC

The global quantification of 5-mC, 5-hmC and 8-oxoG levels was performed according to a previously published procedure^64^. Briefly, DNA was extracted at each experimental point with QIAamp DNA mini kit (Qiagen) and dissolved in water. One microgram of DNA resulting from a pool of biological replicates in 50 μl was digested to the nucleoside level in two steps of 3 h each. Spiked-in isotope-labelled nucleosides allowed for precise quantification of levels. The quantification was performed in technical triplicates on an Agilent 1290 UHPLC system with the parameters given in Supplementary Table 1.

### TAB and regular bisulfite sequencing

TAB conversion of genomic DNA was performed with the 5-hmC TAB-Seq Kit (Wisegene) with two rounds of TET1 oxidation on four samples per condition. TAB-treated DNA or regular DNA was treated with bisulfite using the EpiTect Bisulfite kit (Qiagen), according to the manufacturer's instructions. The obtained DNA was then used for PCR amplification of the target region of interest. PCR products were purified and cloned using the Zero Blunt TOPO PCR Cloning Kit (Invitrogen). Primer sequences are listed in Supplementary Table 2.

### Biotin-based enrichment of 5-hmC

Genomic DNA was sonicated to obtain 200–500 bp fragments. Hydroxymethylated DNA fragments were enriched from 2 μg of sonicated DNA using the Hydroxymethyl Collector kit (Active Motif), according to the manufacturer's protocol. Purified DNA was evaluated by real-time PCR with SYBR green PCR master mix (Applied Biosystem). Values obtained were normalized to the input DNA. Primer sequences are listed in Supplementary Table 2.

### Gene expression analysis

RNA was extracted with RNeasy Mini columns (Qiagen) and treated with DNase (Qiagen), following manufacturer's instructions. RNA (1.2 μg) was then reverse transcribed using the Super Script VILO cDNA Syntesis Kit (Invitrogen) and cDNA was quantified by real-time qPCR with SYBR Green PCR master mix (Applied Biosystem). Expression levels of target genes were analysed with the comparative computed tomography method and normalized to 18S. Primer sequences are listed in Supplementary Table 2.

### Dot blot analysis

Genomic DNA was prepared with two-fold serial dilutions in TE buffer and denatured with 0.4 M NaOH in EDTA at 95 C for 10 min. The reaction was then blocked by addition of 2 M ice-cold ammonium acetate. Denatured DNA was spotted on a nitrocellulose membrane using a Biorad Bio-Dot apparatus and cross-linked to the membrane with ulraviolet light. The membrane was blocked with 5% milk for 2 h at room temperature and then incubated with an anti-5-hmC antibody, diluted 1:10,000 (Active Motif, 39791).

### Western blot analysis

Cell pellets were lysed in Laemmli buffer. Protein lysates were loaded on a 6% SDS–polyacrylamide gel and separated by electrophoresis. The following primary antibodies (purchased from Santa Cruz Biotechnology) were used at 4 °C overnight: anti-TET2, diluted 1:500 (sc136926) and anti-lamin B, diluted 1:500 (sc6216).

### *In vitro* silencing of *Tet2* in embryonic CMCs

Embryonic CMCs (E14.5) were plated at a density of 2.5 × 10^5^ cells per well in six-well plates and transduced with lentiviral vectors encoding a scrambled sequence as control (sh-control 5′- ATCAATCGAGCACGACTATTG -3′) or a previously validated sh-Tet2 (5′- GCTCTGAACAGTATTCAAAGC -3′)^36^. After 3 h, media was replaced and cells cultured for 72 h.

### Chromatin immunoprecipitation

ChIP analysis was performed as previously described in Papait *et al*.^23^ Briefly, 5 × 10^6^ cells were cross-linked using 1% formaldehyde. IP was performed by incubating sonicated chromatin overnight at 4 °C with specific antibodies against: MEF2C (Abcam, ab79436), 2 μg; H3K27ac (Abcam, ab4729), 3 μg; or rabbit IgG (Millipore, 12–370), 3 μg. Immunoprecipitated DNA was analysed by real-time PCR and normalized to input DNA. Primer sequences are listed in Supplementary Table 2.

### Statistical analyses

All sequencing experiments were performed on biological duplicates. Validation experiments were performed on three to four biological replicates per experimental condition. Three independent experiments were performed for *in vitro* KD of *Tet2* in embryonic CMCs. Statistical analysis was performed using Graphpad Prism 6 software or R package.

### Data availability

The complete hMeDIP and RNA-seq data sets are available from the Gene Expression Omnibus database (http://www.ncbi.nih.gov/geo/), under the accession number GSE66847.

The authors declare that all other data supporting the findings of this study are available within the article and its Supplementary Information files and from the authors upon request.

## Additional information

**How to cite this article:** Greco, C. M. *et al*. DNA hydroxymethylation controls cardiomyocyte gene expression in development and hypertrophy. *Nat. Commun.* 7:12418 doi: 10.1038/ncomms12418 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-11, Supplementary Tables 1-2 and Supplementary References

Supplementary Dataset 1 Lists of genomic regions enriched for 5-hmC in cardiomyocytes isolated either from E14.5 embryos, 1- or 2-day-old pups, 2-month-old adult mice or adult mice subjected to pressure overload for 1 week (TAC). The genomic coordinates are relative to the mouse genome assembly mm10. The lists are the output of HOMER.

Supplementary Dataset 2 | Transcriptional analyses of E14.5, neonatal, adult and hypertrophic cardiomyocytes. List of genes differentially expressed among the four biological conditions. (A), gene symbols; (B), genomic coordinates; (F and G), expression values, expressed as RPKM; (H), log of fold changes; (J and K), *p*- and *q*-values, respectively. The table is the result of analysis of RNA-seq data with Cuffdiff.

Supplementary Dataset 3 Differential 5-hydroxymethylated sites in embryonic, neonatal, adult and hypertrophic cardiomyocytes. Each sheet gives a list of DhMRs regions (gains and losses in 5-hmC) in the embryonic (E14.5) vs neonatal, neonatal vs adult, and normal vs hypertrophic (TAC) adult transitions. The lists are the results of analysis with MeDIPS. Genomic regions were annotated with HOMER. (A-C), genomic coordinates; (E-G), edgeR differential analysis output; (H-O), HOMER annotation output.

Supplementary Dataset 4 List of enhances in embryonic, neonatal, adult and hypertrophic cardiomyocytes. (A), chromosome; (B), start coordinates; (C), end coordinates.

Supplementary Dataset 5 Transcriptional analyses of sh-control and sh-TET2 cardiomyocytes. List of genes differentially expressed among the two biological conditions. (A), gene symbols; (B), genomic coordinates; (F and G), expression values, expressed as RPKM; (H), log of fold changes; (J and K), *p*- and *q*-values, respectively. The table is the result of analysis of RNA-seq data with Cuffdiff.

Supplementary Dataset 6 Differential 5-hydroxymethylated sites in sh-control and sh-TET2 cardiomyocytes. Each sheet gives a list of differential distribution of 5-hmC DhMRs regions (gain and loss). The lists are the results of analysis with MeDIPS. Genomic regions were annotated with HOMER. (A-C), genomic coordinates; (E-G), edgeR differential analysis output; (H-O), HOMER annotation output.

## Figures and Tables

**Figure 1:**
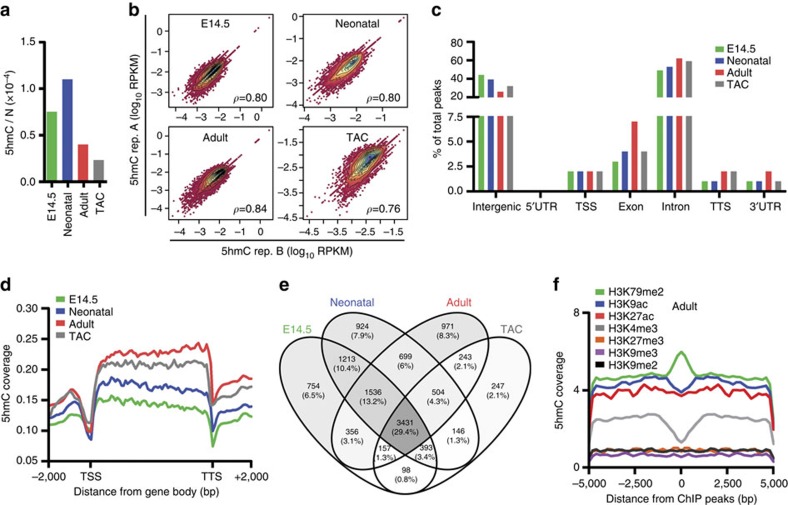
Genomic distribution of 5-hmC in mouse CMCs. (**a**) Quantification of global 5-hmC in embryonic (E14.5), neonatal, normal adult (Adult) and hypertrophic adult (TAC) CMCs. (**b**) Density plots illustrating the correlation of the GB 5-hmC level in biological replicates (rep. A and rep. B) of embryonic (E14.5), neonatal, normal adult and hypertrophic (TAC) CMCs. For each plot, Pearson's correlation coefficient *ρ* is given. Intragenic levels of 5-hmC were quantified by counting the number of reads falling onto genes from the TSS to the TTS. Read number was normalized to library size and gene length (RPKM). (**c**) The presence of the 5-hmC peaks overlapping in the biological replicates on different genomic elements. TSS, transcription start site; TTS, transcription termination site; UTR, untranslated region. (**d**) Average 5-hmC coverage across the GB of all reference genes (UCSC version mm10) at each studied point. (**e**) Venn diagram of the number of genes associated with the identified peaks at the four studied points; peaks overlapping with exons and introns were considered for the analysis. (**f**) Profiles of 5-hmC distribution around the H3K79me2, H3K9ac, H3K27ac, H3K4me3, H3K27me3, H3K9me3 and H3K9me2 peaks identified with MACS software in adult CMCs.

**Figure 2:**
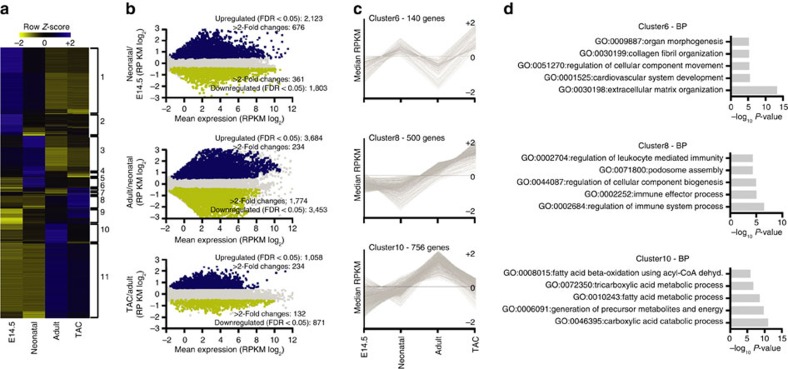
Transcriptional analysis during development and hypertrophy. (**a**) Hierarchical clustering of the 10,302 transcripts expressed differentially among embryonic, neonatal, normal adult and hypertrophic CMCs (adjusted *P*-value ≤0.05, Benjamini–Hochberg correction for multiple-testing). SOTA cluster numbers are indicated to the right. (**b**) Comparison of gene expression in the developmental and pathological transitions by RNA-seq analysis. Shown are summary dot plots, with blue dots representing upregulated genes and yellow dots representing downregulated genes (*n*=2 samples each; adjusted *q*-value ≤0.05). (**c**) Examples of SOTA clustering analysis of the 10,302 differentially expressed genes. (**d**) Enriched GO terms of the relative SOTA cluster. GO analysis was performed with Metascape 1.0 (*P*-value ≤0.01).

**Figure 3:**
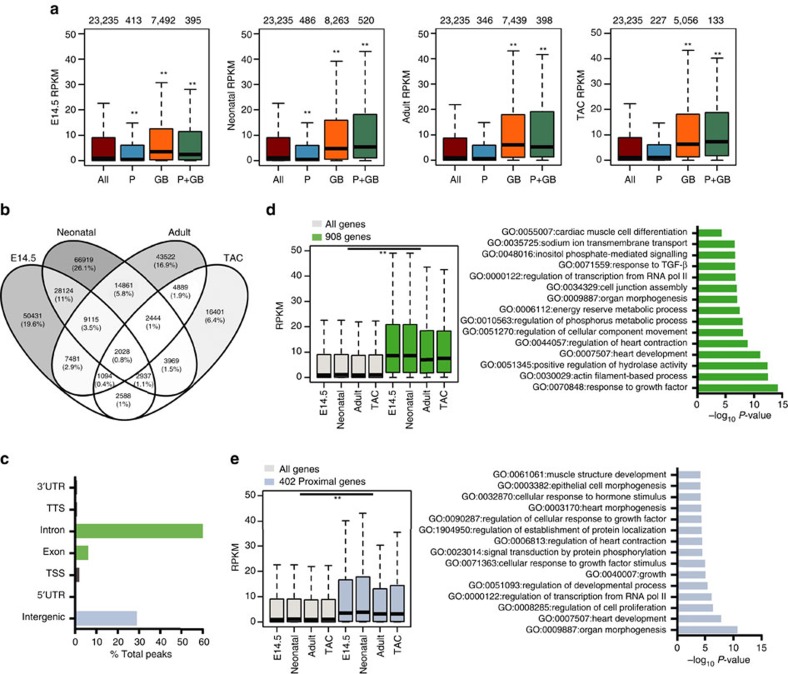
Correlation of 5-hydroxymethylcytosine and gene expression. (**a**) Boxplots of RNA expression (RPKM) of all genes (brown bars), genes with 5-hmC exclusively present at promoters (P, blue bars), genes with 5-hmC exclusively on the GB (orange bars) and genes with 5-hmC at the promoter and on the GB (P+GB, green bars). Thick lines indicate the median, with whiskers extending to ±1.5 of the interquartile range. The number of genes in each group is shown above the plots. **P-value ≤0.01 (Mann–Whitney test). RPKM, reads per kilobase per million mapped reads. Promoters were defined as −1 kb to +1 kb relative to the TSS. (**b**) Venn diagram showing the number of common 5hmC-enriched intervals (peaks) across the four studied points, identified with bedtools multinter tool. (**c**) The presence of the 5-hmC peaks overlapping all four studied points (*n*=2,028) at different genomic elements. TSS, transcription start site; TTS, transcription termination site; UTR, untranslated region. (**d**) Boxplots of RNA expression (RPKM) of the 908 genes with at least one peak on the GB (exons plus introns) at all studied points (left). Thick lines indicate the median, with whiskers extending to ±1.5 of the interquartile range. **P-value ≤0.01 (Mann–Whitney test). RPKM, reads per kilobase per million mapped reads. Enriched GO terms relative to the 908 genes (right). GO analysis was assessed with Metascape 1.0 (*P*-value ≤0.01). (**e**) Boxplots of RNA expression (RPKM) of the 402 genes with at least one peak overlapping all the studied points proximal to the TSS (intergenic) (left). Thick lines indicate the median, with whiskers extending to ±1.5 of the interquartile range. **P-value ≤0.01 (Mann–Whitney test). RPKM, reads per kilobase per million mapped reads. Enriched GO terms relative to the 402 genes (right). GO analysis was assessed with Metascape 1.0 (*P*-value ≤0.01).

**Figure 4:**
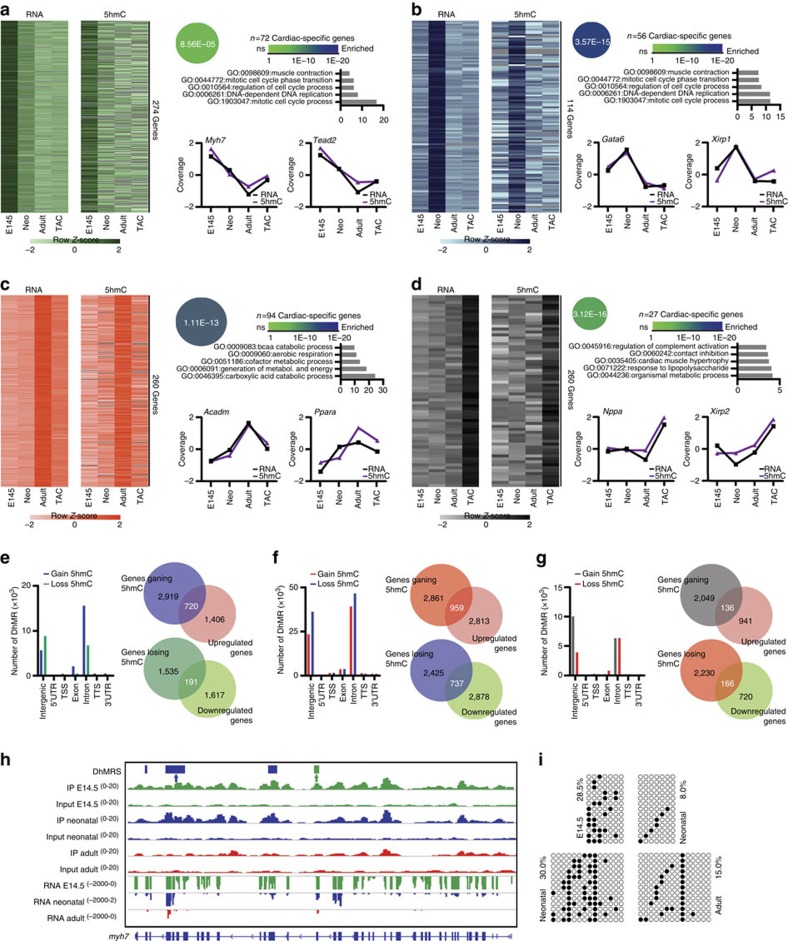
Dynamic and highly correlated 5-hmC and gene expression patterns during differentiation. (**a**–**d**) Heat map of log_2_-transformed 5-hmC enrichment values and gene expression values for the embryonic (**a**), neonatal (**b**), adult (**c**) and hypertrophic (**d**) clusters. Beside each heat map are: enrichment of genes within the cardiovascular expression set of the Mouse Genome Informatics (MGI) database (www.inforamatics.jax.org), calculated with Fisher's exact test, enriched GO terms and example genes. 5-hmC and gene expression are given as median-normalized values. (**e**–**g**) Association of all identified DhMRs within different genomic elements in the embryonic-to-neonatal (**e**), neonatal-to-adult (**f**) and adult-to-TAC (**g**) transitions (left). Venn diagrams show the overlaps between the number of genes undergoing solely 5-hmC acquisition on the GB (exons plus introns) and upregulation of gene expression (assessed by RNA-seq) (right top), and the number of genes undergoing solely 5-hmC loss on the GB and downregulation of gene expression (right bottom). (**h**) IGV profile of 5-hmC MeDIP-seq and RNA-seq profiles of the cardiac-specific gene *Myh7*. DhMRs identified with MeDIPS are indicated by boxes above the tracks (green, DhMRs in the embryonic-to-neonatal transition; blue, DhMRs in the neonatal-to-adult transition). Scales for each track are shown to the left. Exact locations of primers used to validate DhMRs are shown above the IGV profile (green arrow, embryonic-to-neonatal transition; blue arrow, neonatal-to-adult transition). Primer sequences are listed in Supplementary Table 2. (**i**) Validation of 5-hmC by single-base resolution analysis (TAB sequencing) in embryonic-to-neonatal (top) and neonatal-to-adult (bottom) transitions. Black circles indicate hydroxymethylated CpGs; open circles indicate unmethylated CpGs.

**Figure 5:**
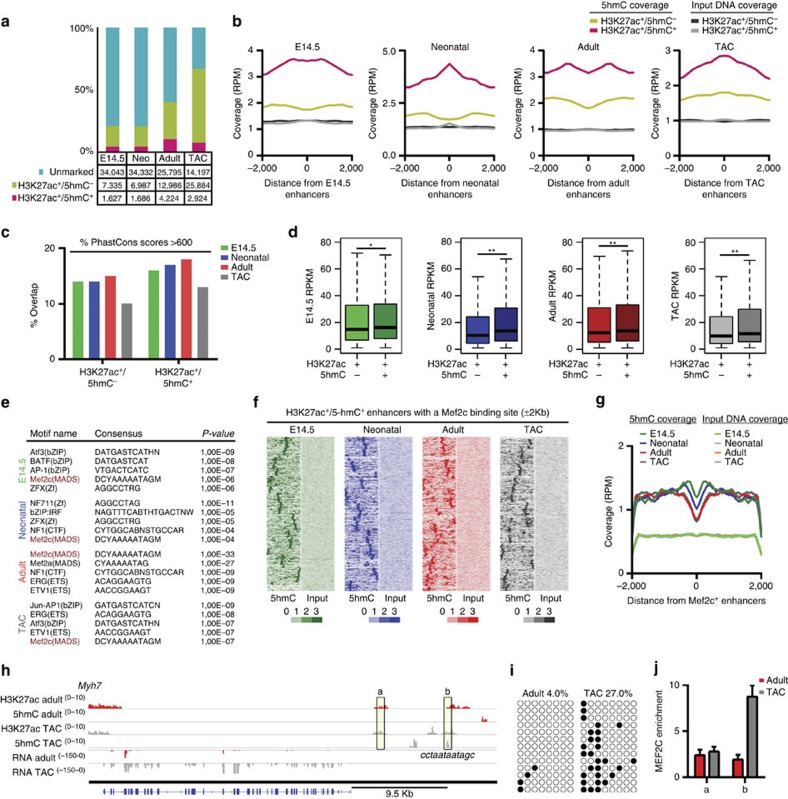
5-hmC-enriched enhancers. (**a**) Total enhancers identified in embryonic (E14.5), neonatal (Neo), adult and hypertrophic CMCs (TAC), categorized by H3K27ac and 5-hmC status. (**b**) Profiles of 5-hmC and input DNA coverage on H3K27ac^+^ enhancers in embryonic, neonatal, adult and hypertrophic CMCs. RPM, read counts per million mapped reads. Distance from enhancers in bp. (**c**) H3K27ac^+^/5-hmC^+^ enhancers display increased overlap with highly conserved placental mammal PhastCons scores (>600) than do H3K27ac^+^/5-hmC^−^ enhancers. (**d**) RNA-seq expression values in embryonic, neonatal, adult and hypertrophic CMCs for the single nearest gene associated with a H3K27ac^+^/5-hmC^−^ or H3K27ac^+^/5-hmC^+^ enhancer. Boxplots give the median (bold line), with whiskers extending to ±1.5 of the interquartile range. *P-value ≤0.05; **P-value ≤0.01 (Mann–Whitney test). (**e**) Top five binding-site motifs identified on H3K27ac^+^/5-hmC^+^ enhancers in embryonic, neonatal, adult and hypertrophic CMCs. Enriched motifs analysis on genomic regions was performed with HOMER findMotifsGenome. (**f**) Heat maps of 5-hmC and input DNA densities across the H3K27ac^+^/5-hmC^+^ enhancers containing a Mef2c binding-site motif. (**g**) Average profiles of 5-hmC and input DNA coverage across the Mef2c binding-site motif identified on H3K27ac^+^/5-hmC^+^ enhancers. RPM, read counts per million mapped reads. Distance from enhancers in bp. (**h**) IGV profile of H3K27ac-enriched regions, 5-hmC-enriched regions and RNA-seq profiles in normal adult and hypertrophic (TAC) CMCs, indicating an H3K27ac^+^/5-hmC^+^ enhancer region located upstream of *Myh7*. The predicted binding site for Mef2c and the consensus sequence are shown. Genomic regions validated through ChIP assays are indicated by the boxed regions (**a**,**b**). Scales for each track are shown to the left. (**i**) Validation of 5-hmC by single-base resolution analysis (TAB sequencing) of the H3K27ac^+^/5-hmC^+^ enhancer region located upstream of *Myh7*. Black circles indicate hydroxymethylated CpGs; open circles indicate unmethylated CpGs. The exact location of primers used to validate selected regions are listed in Supplementary Table 2. (**j**) ChIP analysis of the binding of Mef2c in normal adult (red bars) and hypertrophic (grey bars) CMCs in two regions: (**a**) control region; (**b**) Mef2c motif-positive region. Data are presented as mean±s.d. (*n*=3).

**Figure 6:**
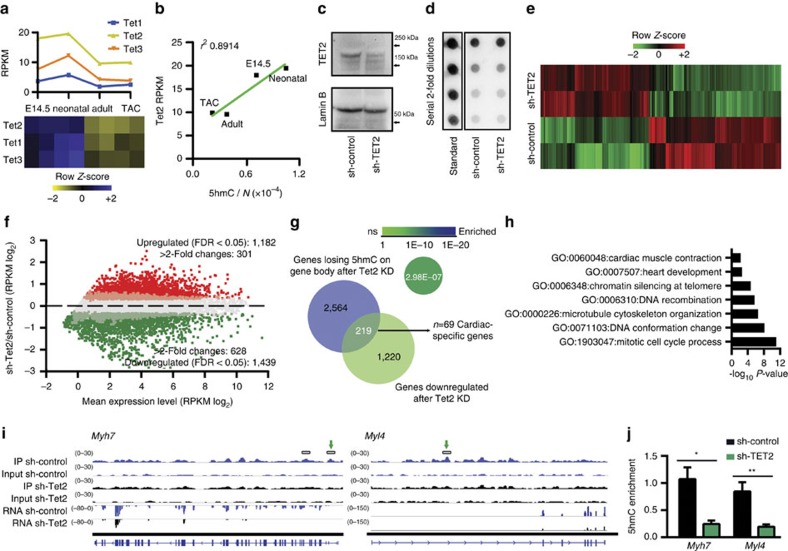
Involvement of TET2 in cardiac hydroxymethylcytosine deposition. (**a**) Transcript abundance during cardiac maturation and hypertrophy for the three TET family genes, assessed by RNA-seq. (**b**) Plot showing the positive correlation between the absolute content of 5-hmC (5-hmC/N), assessed by liquid chromatography–mass spectrometry and *Tet2* RNA expression (RPKM). (**c**) Expression of TET2 protein in CMCs expressing sh-Tet2 or sh-control. Embryonic CMCs were transduced with a lentiviral vector expressing a previously validated sh-Tet2 or a scrambled sequence (sh-control) and harvest 72 h after transduction. Lamin B was used to assess loading. Representative blot shown. Full-length blot is presented in Supplementary Fig. 10. (**d**) Dot blot analysis of genomic 5-hmC after KD of *Tet2*. (**e**) Heat map of hierarchical clustering of 1,182 upregulated and 1,439 downregulated genes after *Tet2* RNA KD, measured by RNA-seq on two biological replicates for each condition. (**f**) Comparison of gene expression (RNA-seq) in CMCs expressing sh-control or sh-Tet2. Shown is a summary dot plot, with red dots representing upregulated genes and green dots representing downregulated genes (*n*=2 samples each; *q*-value ≤0.05). (**g**) Venn diagram showing the overlap in the number of genes undergoing 5-hmC loss exclusively on the GB (exons plus introns) and downregulation of expression (RNA-seq) after *Tet2* KD. Enrichment of genes within the MGI cardiovascular expression database, calculated using Fisher's exact test. (**h**) Enriched GO terms relative to the 219 genes in panel (**g**). GO analysis was conducted with Metascape 1.0 (*P*-value ≤0.01). (**i**) IGV profiles of 5-hmC MeDIP-seq and RNA-seq profiles of representative genes (*Myh7* and *Myl4*). DhMRs identified with MeDIPS are shown by boxes above the profiles. The scale for each track is given to the left. Exact locations of primers used to validate DhMRs are shown by green arrows. (**j**) Analysis of 5-hmC enrichment on *Myh7* and *Myl4*. Data are mean±s.d. (*n*=3). *P-value ≤0.05; **P-value ≤0.01 (unpaired Student's *t*-test).

**Figure 7:**
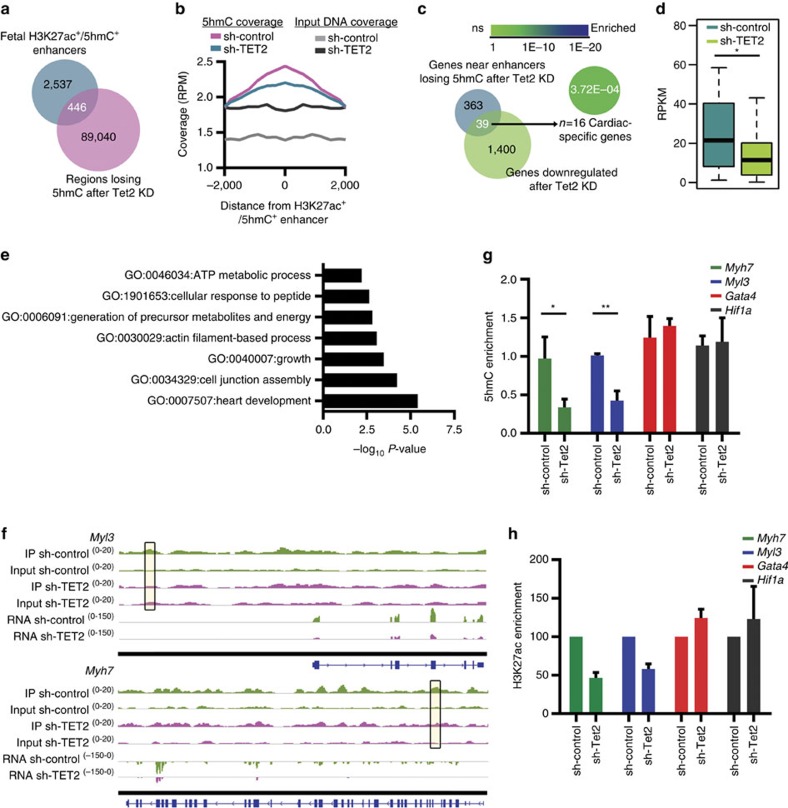
5-hmC-enriched enhancers affected by KD of TET2 enzyme. (**a**) Venn diagram showing the overlap in the number of H3K27ac^+^/5-hmC^+^ enhancers identified in fetal stages (E14.5 and neonatal CMC s) and the number of regions undergoing loss of 5-hmC after *Tet2* KD, identified by MeDIPS. (**b**) Average coverage profile of 5-hmC and input DNA coverage across the H3K27ac^+^/5-hmC^+^ enhancers undergoing loss of 5-hmC after *Tet2* KD. Distance from enhancer (bp) is given on the *x* axis. RPM, read counts per million mapped reads. (**c**) Venn diagram showing the overlap in the number of genes (*n*=402) proximal to the 446 H3K27ac^+^/5-hmC^+^ enhancers undergoing loss of 5-hmC and the number of genes downregulated (RNA-seq) after *Tet2* KD. Enrichment of genes within the MGI cardiovascular expression database, calculated with Fisher's exact test. (**d**) RNA-seq expression values in sh-Tet2 and sh-control CMCs for the single nearest gene associated with an H3K27ac^+^/5-hmC^+^ enhancer depleted of 5-hmC after *Tet2* RNA KD. Boxplots give the median (bold line), with whiskers extending to ±1.5 of the interquartile range. *P-value ≤0.01 (Mann–Whitney test). (**e**) Enriched GO terms relative to the 39 genes in **d**. GO analysis was performed with Metascape 1.0 (*P*-value ≤0.01). (**f**) IGV profile of 5-hmC MeDIP-seq and RNA-seq in sh-control and sh-Tet2 CMCs showing one intergenic (top) and one intragenic (bottom) H3K27ac^+^/5-hmC^+^ enhancer region depleted of 5-hmC (boxes) after *Tet2* RNA KD, respectively, proximal to *Myl3* and *Myh7*. Scale for each track is shown on the left. (**g**) qPCR analysis of 5-hmC enrichment on *Myl3*, *Myh7*, *Gata4* and *Hif1a* H3K27ac^+^/5-hmC^+^ enhancers. Data are presented as mean±s.d. (*n*=3). *P-value ≤0.05; **P-value ≤0.01 (unpaired Student's *t*-test). (**h**) ChIP analysis of the enrichment of H3K27ac on *Myl3*, *Myh7*, *Gata4* and *Hif1a* H3K27ac^+^/5-hmC^+^ enhancers. Data are presented as mean±s.d. (*n*=2).

How the deposited data were processed for this re-analysis (not part of the article)

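The data are 5-hmC profiles by hMeDIP sequencing of isolated mouse CMCs at 4 points, with 2 biological replicates each: E14.5, neonatal (1 to 2 days), adult (2 months) and adult 1 week after TAC. Peak lists were deposited for these 8 samples. Input libraries and the sh-control libraries of the *Tet2* knockdown experiment were mapped to their conditions but had no processed file among those used. No sh-Tet2 library was used, and RNA-seq and H3K27ac ChIP-seq data were not analysed here.

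The authors aligned the reads to mm10 with BWA, marked duplicates with Picard, removed reads of low mapping quality with bamtools and called peaks for each replicate separately with HOMER findPeaks in histone mode against the input. The deposited files are peak lists with chromosome, start, end and strand of each peak, and a score column that holds the same value, 1, for each peak; the header names HOMER's tag numbers, which the lists do not contain. The headers of neonatal replicate 2, adult replicate 2 and both TAC replicates say that the precipitated library was scaled to the control, and those of the other 4 that the control was scaled to the precipitated library. The number of reads per sample is not in the lists, so neither the depth nor a confidence interval that needs it is given; a more deeply sequenced sample can yield more peaks. Removing reads of low mapping quality and duplicates before peaks were called lowers the signal over repeats, on segmental duplications and on the Y chromosome.

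From the lists, overlaps, common regions and multi-way intersections were computed with code that was checked against bedtools 2.31.1 on simulated peak lists. In lists of 20000 peaks made with an overlap of 40%, an overlap of 40% was found. In a list displaced by 550 bp and made with a ratio of 2 between the density beside and at the sites, a ratio of 2.01 was found. In 400 draws of 8 values without a difference, the test over the divisions into pairs gave a p below 0.05 in 5%. All computations used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. Genomic places were taken from the GRCm38 reference, the assembly of mm10, with 45756 curated RefSeq transcripts of 26182 genes (annotation release 108), of which 21000 are protein-coding; GENCODE M21 was an alternative. A peak's class was that of its centre, in HOMER's order of priority, with TSS from 1 kb before to 100 bp after it. Promoters were taken as 1 kb on each side of a TSS. Random placement of peaks or common regions kept each on its chromosome, outside gaps of the assembly, and was repeated 20 times. Soft-masked bases of the reference stood for repeats and low-complexity sequence.

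Samples were grouped by point. Values per sample are given as mean ± SD of 2 replicates. Differences over the 4 points were tested with an exact permutation test over all divisions of the 8 samples into 4 pairs, one-sided for a larger spread between pairs; 2 points were compared by the exact two-sided permutation test, whose smallest p is 0.333 here, or by whether the replicates overlap. Correlations across chromosomes used 100000 resamples. Counts of regions or genes per point have no replicates and no test. Genes named in the text are those the paper names for 5-hmC, lists of fibroblast, endothelial and CMC genes, and for each transition the 2 protein-coding genes of at least 5 kb with the largest rise and the 2 with the largest fall in coverage among genes whose replicates do not overlap between the points; this rule was set before the data were examined.

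The alternatives tried were the same number of peaks in each list, an overlap of at least 50% of both peaks, the share of overlapping peaks in place of the Jaccard index, peaks of either replicate in place of common regions, merged regions, each base pair in place of the peak centre, common regions in place of all peaks, other gene sets, a promoter of 2 kb, genes of at least 2 kb, another rule for gain and loss, at least 10% of an enhancer, peak base pairs per Mb, each replicate left out and the replicate number as a block. Alternatives chosen after the data were seen were the 50% of peaks listed first in each file, GENCODE M21, peaks no more than 1 kb apart, the 6 samples without TAC, the number of peaks per chromosome, autosomes only, genes counted on the GB only outside the promoters, and each alternative of the X chromosome density. The higher-scoring part of each list could not be taken, since the score does not vary.

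Left out were 3 peaks on the mitochondrial genome in TAC replicate 2, which enter the counts of peaks but no class, and the truncated supplementary lists, which entered no test. DhMRs, which the paper computed from reads, and repeat classes were not recomputed.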

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

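The alternatives were set before the data were examined, except the 50% of peaks listed first, the GENCODE annotation, peaks no more than 1 kb apart, the 6 samples without TAC, the number of peaks per chromosome, autosomes only, the GB outside the promoters and each alternative of the X chromosome density, which were chosen after the data were seen. Taking the higher-scoring peaks was not run, since the score does not vary. Apart from the settings that leave out a replicate, 172 values were recomputed: 90 stayed within the spread between replicates, the confidence interval, a factor of 1.5 for counts or the same side of 0.05 for tests, and 82 moved further. None of the tested results among these 172 values changed its direction or its side of 0.05. For 2 of the tests, and for a setting of another, this says nothing about their stability. The test of TAC against adult similarity to neonatal CMCs cannot pass 0.05 with 2 against 2 samples. The similarity of replicates cannot pass it in the 6 samples without TAC, which allow too few divisions into pairs. In the test of the X chromosome density, with an exact p of 0.0857, the 9 divisions that keep the E14.5 and neonatal samples apart from the adult and TAC samples all gave nearly the same value, up to 1.01 times the observed, and none of the other divisions came near it (at most 0.627 times). Where a value moved, the cause was not tested, unless the setting itself uses fewer or more peaks.

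Drawing 104215 peaks from each list, which leaves fewer peaks, lowered the overlap of replicates to 32.2% at E14.5, 32% in neonatal, 37.1% in adult and 20.6% in TAC CMCs. The common regions fell to 33960 at E14.5 and 34066 in neonatal CMCs, below the 40031 in adult CMCs, and the intervals of all 4 points to 499. The share of genes not at all 4 points rose to 75.5%, the regions lost from neonatal to adult fell to 13399, below the 16313 gained, where all peaks give 23970 lost and 12956 gained, the regions gained and lost from E14.5 to neonatal came closer, at 10363 and 9297, where all peaks give 12832 and 7157, their intragenic shares became 61.3% and 51.3%, and the Y density of TAC relative to the autosomes became 0.00314. A random draw removes more peaks from longer lists, including those that the other replicate shares. By construction it lowers the common regions most where the lists are longest. The changed orders of common regions and of gained and lost regions therefore decide nothing. With an overlap of at least 50% of both peaks, the overlap of replicates was 31.5%, 32.4%, 24.8% and 3.78% at E14.5, neonatal, adult and TAC. With peaks no more than 1 kb apart it was 50.9%, 54%, 52.5% and 39.1%, and in the 50% of peaks listed first it was 43.9%, 48.9%, 44.6% and 22.4%. TAC had the lowest overlap under each of these settings.

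With peaks of either replicate, which adds peaks, 45727 intervals were present at all 4 points and 34% of the genes were not at all 4 points. The share of the E14.5 enhancers with 5-hmC rose to 96.5% in neonatal, 84.3% in adult and 76.9% in TAC CMCs, and that of the neonatal enhancers to 85.7% at E14.5, 81.5% in adult and 73.5% in TAC. When at least 10% of the enhancer had to be covered, the E14.5 list had 74.2%, 60.1%, 35% and 9.04% at E14.5, neonatal, adult and TAC, and the neonatal list 41.2%, 84.2%, 36.6% and 10.6%. Merged regions present at all 4 points numbered 3286. With all genes of the annotation, 71.9% of the genes were not at all 4 points.

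The intragenic share at E14.5, neonatal and adult was 53.7%, 58.4% and 67.3% over each base pair of the peaks, 48.8%, 51.6% and 61.4% with protein-coding genes, 54.1%, 56.5% and 64.9% with GENCODE and 54.4%, 58.6% and 68.5% in the 50% of peaks listed first. In the common regions it was 54.1%, 58.6%, 69.9% and 66.4% at E14.5, neonatal, adult and TAC. Adult CMCs had the highest share of the points under each of these settings. With a promoter of 2 kb, genes with 5-hmC only at the promoter numbered 692, 775, 679 and 439 at E14.5, neonatal, adult and TAC and those with both 2159, 2809, 2397 and 1051. With the GB counted outside the promoters only, genes with 5-hmC only at the promoter numbered 758, 740, 626 and 399.

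Regions gained and lost outside the common regions of the other point numbered 37590 and 28659 from E14.5 to neonatal, 29379 and 49062 from neonatal to adult, and 15487 and 39444 from adult to TAC. Their intragenic shares were 60.3% and 51.4%, 69.5% and 54.6%, and 63.2% and 69.3%. With all peaks, more regions were gained than lost only from E14.5 to neonatal, under both rules. Leaving out a replicate makes each peak of the other list count as common, so that the point with 1 list has more regions to gain or lose. By this construction the order turned in each transition: 22992 gained and 34894 lost without E14.5 replicate 1, 27058 and 45053 without E14.5 replicate 2, 47852 and 34725 without adult replicate 1, 41286 and 37879 without adult replicate 2 (neonatal to adult), 66619 and 33741 without TAC replicate 1, and 41667 and 22341 without TAC replicate 2.

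Leaving out each replicate in turn gave no overlap or similarity of replicates, since no pair is left. The common regions are then the peaks of the other replicate: from 132610 to 139706 at E14.5, from 137172 to 153637 in neonatal, from 104215 to 121214 in adult and from 104964 to 107329 in TAC CMCs. Intervals of all 4 points ranged from 2180 to 5973, the highest without TAC replicate 2. Genes with 5-hmC on the GB ranged from 13448 to 13776, and the share not at all 4 points from 62.9% to 72.7%. The intragenic share ranged from 49.5% to 52.6% at E14.5, from 53.3% to 54.4% in neonatal, from 62.9% to 63.7% in adult and from 52.8% to 62.6% in TAC CMCs; the adult minus TAC difference ranged from 0.705 to 10.5 percentage points, the lowest without TAC replicate 2, and the difference between the highest and lowest point from 10.7 to 13.7 points. The log2 ratio at the TSS ranged from -0.60 to -0.47 at E14.5, from -1.04 to -0.97 in neonatal, from -1.40 to -1.20 in adult and from -1.21 to 0.22 in TAC, and its difference between points from 0.70 to 1.51. The soft-masked share ranged from 24% to 31.7% at E14.5, from 24.5% to 28.8% in neonatal, from 20.3% to 21.1% in adult and from 20.7% to 27.1% in TAC, and its difference between points from 6 to 11 percentage points.

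The Y density relative to the autosomes ranged from 0.00337 to 0.00854 at E14.5, from 0.00413 to 0.00887 in neonatal, from 0.00225 to 0.00367 in adult and from 0.00305 to 0.00312 in TAC, and its difference between points from 0.00299 to 0.00591. For the X chromosome the ranges were 0.229 to 0.258, 0.229 to 0.246, 0.048 to 0.0634 and 0.0379 to 0.0666, and 0.185 to 0.205 for the difference. The TAC minus adult similarity to neonatal CMCs ranged from -0.13 to -0.00845. Gained regions ranged from 22992 to 53947, from 20102 to 47852 and from 9111 to 66619 in the 3 transitions and lost regions from 13092 to 45053, from 34725 to 78297 and from 22341 to 60657. Their intragenic shares ranged from 54% to 63.8%, from 62.4% to 70.2% and from 45.7% to 62.4% for gained and from 44.5% to 51.3%, from 45.4% to 52.8% and from 59.4% to 69.2% for lost regions.

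The labels give the points the same replicate numbers, but the paper and the labels do not say that a number marks a shared animal or batch. Since no pairing is described, the numbers were not taken to pair the samples. Along the genome, the difference between replicates 1 and 2 correlated between points with 0.016 to 0.273 over the 6 pairs of points, above 0.1 in 1 of them only. With one of the differences rotated along the chromosomes the correlation was at most 0.00832, so a pairing by number is not excluded. With the replicate block, the exact p of the 12.2 percentage points between the highest and lowest intragenic share was 0.0833, of the 7.17 points in soft-masked share 0.0833, of the 0.80 (log2) at the TSS 0.375, of the 0.00354 in Y density 0.125, of the 0.191 in X density 0.167 and of the -0.0692 in similarity to neonatal CMCs 1. None of these 6 crossed 0.05 with the block, which says nothing of the X density and of the similarity to neonatal CMCs, as stated above, but 3 other measures per sample did: the share of peaks in the TTS class (p = 0.019 without and 0.0833 with the block), the log2 ratio at the TTS (0.0857 and 0.0417) and the lowest autosomal peak density (0.0571 and 0.0417), all by the exact permutation test.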

Differences from the paper's values

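The counts that the paper gives in its text and in Supplementary Dataset 1 were within a factor of 1.5 of those computed here, and the classes of genes by promoter and GB differed from Fig. 3a in 1 class. The genes with 5-hmC both at the promoter and on the GB numbered 1124 at E14.5, against the paper's about 400 in Fig. 3a, read by eye. In neonatal CMCs they numbered 1298 against the paper's about 520 in Fig. 3a, in adult CMCs 1030 against about 400 in Fig. 3a and in TAC CMCs 443 against about 130 in Fig. 3a. The promoter of 2 kb, the only alternative set before the data were examined for this count, gave 2159, 2809, 2397 and 1051 and did not close the gap. With the GB counted only outside the promoters, chosen after seeing the values, the numbers were 781, 988, 756 and 301, which did not close it either.

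The paper states that the X chromosome has a 5-hmC density like that of the autosomes. Its measure is reads and the one here is peaks: peaks per Mb on X were 0.229 to 0.258 times those on the autosomes in the 4 samples of E14.5 and neonatal CMCs and 0.0379 to 0.0666 times in the 4 samples of adult and TAC CMCs.

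The paper states that almost all classes of repeats are enriched for 5-hmC. The share of peak base pairs in soft-masked sequence was between 20.3% and 31.7% in the 8 samples, against 36.4% of the genome. The genome share includes X (46.8%) and Y (96.3%), which hold few peaks. Single autosomes have 30.6% (chromosome 11) to 35.8% (chromosome 3). Removing reads of low mapping quality also removes reads from repeats. The classes were not told apart here.

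The paper states that hypertrophy brings a marked gain of 5-hmC on intergenic regions. The paper computed its DhMRs from reads, and the measure here is presence and absence of peaks. By it, 2285 intergenic regions were gained from adult to TAC CMCs and 4745 were lost. Gains are drawn from 22893 common regions of TAC and losses from 46651 of adult CMCs. This by itself favours loss, so the 2 counts do not decide the direction. Without TAC replicate 2, 16480 intergenic regions were gained and 5992 lost, and without TAC replicate 1, 33387 and 8335. With 1 TAC list each of its peaks counts as common, which by itself raises the number gained, so these numbers do not decide the direction either. Of the gained regions 36.2% were intergenic and of the lost regions 27%.

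The paper states that hypertrophy shifts the distribution of 5-hmC towards that of neonatal CMCs. In the positions of peaks, TAC samples were no closer to the neonatal samples than adult samples were, with a difference in the mean Jaccard index of -0.0692 (exact two-sided permutation test, p = 0.667, where 0.333 is the smallest possible). This difference rests on TAC replicate 2, whose index with each other sample was between 0.0494 and 0.0929: without it the difference was -0.00845, and TAC replicate 1 (0.182) lay between the adult replicates (0.18 and 0.202). The lower intragenic share of TAC also came for the larger part from TAC replicate 2 (52.8%, against 62.6% in TAC replicate 1).

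The paper states the absence of peaks within fibroblast and endothelial markers and names 3 genes as examples, in none of which a common region was found here either. Of the 6 endothelial genes listed before the data were examined, 6 held a common region at E14.5, 5 in neonatal, 6 in adult and 2 in TAC CMCs.

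In Fig. 4d *Nppa* has its highest genic hydroxymethylation in TAC, measured by reads in peaks. The measure here is the percent of the gene under peaks. Its mean coverage was 24.1% ± 34.1 (SD, n = 2) in neonatal and 21.7% ± 30.6 (SD, n = 2) in TAC CMCs. Each came from 1 peak in 1 replicate, so these values do not rank the points.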

Other observations

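The tests of the distance between peak centres, of the CpG profile around the centres, of peaks up to 1 kb apart, of peaks near all other samples, of a shift shared by both TAC replicates, of the replicate numbers with their rotations and of mixed-sex pools were chosen only after the result was seen, and in the tests of both sides and of the midpoints the allowance for spacing and the criterion were changed after the values were seen, as described there.

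The overlap of replicates was lower in TAC (21%) than at the other points (40.2% to 44.5%). Fewer peaks in the TAC lists are argued against: with 104215 peaks drawn from each list the TAC overlap was 20.6%, against 32% to 37.1% at the other points. A candidate explanation is that the peaks called in TAC replicate 2 lie beside the sites of enrichment. Against each of the other 7 samples, E14.5 included, its centres were most frequent 500 to 600 bp away, and the density at 400 to 700 bp was at least 1.66 times that within 150 bp, whereas this ratio was at most 0.215 among the other 7 samples. The sequence under the peaks goes the same way. CpG dinucleotides numbered 1.08 per 100 bp under the TAC replicate 2 peaks, against 1.31 to 1.59 in the other 7 lists. Around centres of peaks 501 bp wide, CpG density in the other 7 samples was highest at the centre, 1.3 to 1.45 times that 550 bp away, and in TAC replicate 2 it was lower at the centre, with a ratio of 0.914. Where 2 neighbouring peaks of TAC replicate 2 had centres 900 to 1300 bp apart, CpG density at the midpoint was 0.235 per 100 bp above that under the peaks; in the other 7 samples it was lower than under the peaks by -0.341 to -0.492. Of these midpoints, 35.9% (95% Wilson interval 33.7% to 38.2%, n = 1761) overlapped a TAC replicate 1 peak, against 30.9% of the paired and 20.6% of the unpaired peaks; for TAC replicate 1 against adult replicate 2 the midpoints overlapped less (38.9%) than the paired peaks (45.8%). The test of the midpoints was first read with a threshold of 1.5 times the share of the paired peaks, which these values would not have passed. That threshold was replaced, after the values were seen, by the wording set before, a share above that of the unpaired peaks, so the result has little weight. Against E14.5 replicate 2 (30.6% of the midpoints and 29.2% of the paired peaks) and neonatal replicate 1 (33.3% and 31.3%) the interval of the midpoints included the share of the paired peaks. The pairs hold only 3.28% of the TAC replicate 2 peaks.

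One expectation of this explanation was not met. If each site gave a peak on both sides, TAC replicate 1 peaks with a TAC replicate 2 centre on the left should often have one on the right. They had one 0.34 times as often as independence gives. After this value was seen, an allowance was added for the 1000 bp that separate centres at least in each list, which gave 0.421; adult replicate 2 peaks with TAC replicate 1 neighbours gave 1.25 with this allowance. Both values go against the expectation. So a version in which both flanks of a site are called is argued against, and a version in which one flank or the other is called stays open, as a hypothesis formed after this result. Such a displacement could come from the fragment length or strand shift used when the peaks of this library were called, which needs the reads and was not tested. With peaks up to 1 kb apart counted as shared, the TAC overlap was 39.1% against 50.9% to 54%, so that TAC stayed lowest. A shift of the called peaks alone may therefore account for a part of the lower overlap at most. Peaks missed or added when this library was called are outside this test, so it sets no limit on their effect. The variability of the hypertrophic state that the paper proposes stays open and was not tested.

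Several values of TAC depend on this replicate. Without TAC replicate 2, the log2 ratio at the TSS was -1.21 in place of a TAC mean of -0.50. The intervals of all 4 points numbered 5973 without TAC replicate 2 and 2972 without TAC replicate 1, both above the 2028 with all samples, as more peaks then count as common.

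The mean intragenic share was lower in TAC than in adult CMCs by 5.58 percentage points. Without TAC replicate 2 the difference was 0.705 points, so the larger part of it comes from this replicate. A smaller shift shared by both TAC replicates stays open: TAC replicate 1 lay 0.312 points below the lower adult replicate, less than the adult replicates differed from each other, but this is a single library, and the regions common to both TAC replicates also had a lower share, 66.4%, than those of adult CMCs, 69.9%. The displacement is argued against as its cause: TAC replicate 1 peaks moved by 550 bp to either side had an intragenic share of 62.2%, against 62.6% in place. Peaks found in TAC replicate 2 alone account for a part at most. It had 18.7% of its peaks more than 1 kb from any peak of the other 7 samples, against 7.77% to 11% in those, and 37.7% of these were intragenic, close to the 37.6% of the genome; but its remaining peaks had 56.3%, below the 63.3% to 64.4% of the adult samples and TAC replicate 1. Among peaks near peaks of all other 7 samples the share was 70.2% in TAC replicate 2 and 72.3% in TAC replicate 1. What lowers the share in this replicate stays open, including a larger part of background peaks that lie near other peaks by chance, and a real difference between the animals.

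Replicates of one point were not told apart from other pairings of the samples: the mean Jaccard index was 0.181 over the 4 replicate pairs and 0.164 over the 24 other pairs, and 0.222 and 0.198 without TAC replicate 2. The division with the highest mean Jaccard index, 0.238, paired E14.5 with neonatal and adult with TAC samples of the same replicate number. Without TAC replicate 2, the mean index between samples of different points was 0.217 for the same number and 0.178 for different numbers. A property shared by samples of one number, such as a common preparation, is therefore not excluded, but it is not established either. The correlation of the difference between replicates 1 and 2 along the genome was 0.016 in the lowest of the 6 pairs of points and 0.273 in the highest, E14.5 with neonatal, against at most 0.00832 when one of the differences was rotated along the chromosomes. All 6 were positive, but of the 8 distinct ways to number the replicates 1 gives this, so the sign has little weight. Similarity of E14.5 and neonatal CMCs in development stays open and was not tested.

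X chromosome peaks were fewer in adult and TAC than in E14.5 and neonatal CMCs, with ratios to the autosomes of 0.054 and 0.24 on average, a 4.45-fold difference that the paper does not report. Pools of both sexes at E14.5 and neonatal would raise X and lower Y; they are argued against as the whole cause on average, since Y peaks outside the last 1 Mb of the chromosome, relative to the autosomes, were 2.26 times as frequent at E14.5 and neonatal (exact permutation test over 70 splits, one-sided p = 0.0286). This rests on replicate 1 of both points, with ratios of 0.679 and 0.711 (number of these Y peaks over autosomal peaks per Mb). In E14.5 replicate 2 the ratio was 0.244, within the 0.178 to 0.254 of the adult and TAC samples, and in neonatal replicate 2 it was 0.317, above them. So pools of both sexes are not excluded for the replicate 2 samples, whose X ratios were 0.258 and 0.229, against 0.229 and 0.246 in replicate 1. Only 150 such peaks were found in all 8 samples, 14 of them in E14.5 replicate 2, and over the whole Y chromosome the 4 points were not told apart (exact permutation test, p = 0.248). The length of the part left out was changed once after the value was seen, with no change in p. The paper describes the mice as male. Depth, which sets how many peaks a single X copy yields, is unknown here, and a change of 5-hmC on X during maturation stays open; neither was tested.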
